# Transcriptomics indicate nuclear division and cell adhesion not recapitulated in MCF7 and MCF10A compared to luminal A breast tumours

**DOI:** 10.1038/s41598-022-24511-z

**Published:** 2022-12-03

**Authors:** Jeremy Joon Ho Goh, Corinna Jie Hui Goh, Qian Wei Lim, Songjing Zhang, Cheng-Gee Koh, Keng-Hwee Chiam

**Keywords:** Computational biology and bioinformatics, Data processing, Functional clustering, Gene ontology, Machine learning

## Abstract

Breast cancer (BC) cell lines are useful experimental models to understand cancer biology. Yet, their relevance to modelling cancer remains unclear. To better understand the tumour-modelling efficacy of cell lines, we performed RNA-seq analyses on a combined dataset of 2D and 3D cultures of tumourigenic MCF7 and non-tumourigenic MCF10A. To our knowledge, this was the first RNA-seq dataset comprising of 2D and 3D cultures of MCF7 and MCF10A within the same experiment, which facilitates the elucidation of differences between MCF7 and MCF10A across culture types. We compared the genes and gene sets distinguishing MCF7 from MCF10A against separate RNA-seq analyses of clinical luminal A (LumA) and normal samples from the TCGA-BRCA dataset. Among the 1031 cancer-related genes distinguishing LumA from normal samples, only 5.1% and 15.7% of these genes also distinguished MCF7 from MCF10A in 2D and 3D cultures respectively, suggesting that different genes drive cancer-related differences in cell lines compared to clinical BC. Unlike LumA tumours which showed increased nuclear division-related gene expression compared to normal tissue, nuclear division-related gene expression in MCF7 was similar to MCF10A. Moreover, although LumA tumours had similar cell adhesion-related gene expression compared to normal tissues, MCF7 showed reduced cell adhesion-related gene expression compared to MCF10A. These findings suggest that MCF7 and MCF10A cell lines were limited in their ability to model cancer-related processes in clinical LumA tumours.

## Introduction

Breast cancer (BC) is the most common cancer diagnosed in females, representing 11.7% of global cancer diagnoses with over 2.2 million new BC diagnoses and 680,000 BC-related deaths in 2020^1,2^. Given the concerning global epidemiology of BC, with a projected doubling in incidence to 4.4 million by 2070^3^, research is needed to better understand and treat BC. However, clinical samples are often challenging to obtain and experimentally manipulate. Cell lines are crucial to facilitating scientific experimentation as a limitless source of biological material^4^. They are key experimental models used in exploring cancer biology^5^ and evaluating drugs^6,7^.

MCF10A and MCF7 are the most frequently used cell line models for normal breast tissue and BC tumours respectively^8,9^. MCF10A is a non-tumourigenic human breast epithelial cell line derived from benign proliferative breast tissue, characterised by a lack of estrogen receptor (ER) expression^10^. MCF7 is a widely used in vitro model established from pleural effusion samples from a patient with metastatic BC^11^. It belongs to the Luminal A (LumA) BC subtype^5,12–14^, an ER-positive subtype with the most optimistic prognoses among the BC subtypes^15^.

### Research gaps

Past studies on the clinical relevance of cell lines suggest mixed conclusions which require resolution. A compilation of high-throughput data across hundreds of cell lines from the Cancer Cell Line Encyclopaedia found that cell lines had transcriptional profiles which correlated better with that of their corresponding primary tumours than other tumours, concluding that cell lines represented primary tumours well^16,17^. Within BC, cell lines were found to have expression patterns which correlated with their respective intrinsic subtypes of BC^5,18,19^. However, other studies suggested poor concordance between transcriptomes of cell lines and primary tumours^17,20,21^, and where cell lines correlated more with unrelated cell lines from different cancers than their corresponding primary tumours^22^. These mixed findings call to question the effectiveness of using MCF7 as a model for BC. For MCF10A, two-dimensional (2D) and three-dimensional (3D) cultures of MCF10A were found to express markers which were uncharacteristic of normal human breast tissue^9^, suggesting that MCF10A may be an inappropriate breast tissue model.

We compiled a summary of reported functional differences between cell lines and primary tumours, derived from differential expression analyses between cell line and tumour transcriptomes (Table 1). These studies suggest that cell lines regulated cellular processes differently from primary tumours. Compared to tumours, cell lines displayed upregulation of cell cycle and metabolism, and showed decreased immune, cell adhesion and tissue organisation processes. Moreover, these studies focused on direct differences between cancer cell lines and primary tumours, instead of considering whether the same cancer-related processes could be observed between tumourigenic and non-tumourigenic cell lines, as between primary tumours and non-cancerous tissues. Cancer-invariant gene expression differences between cell lines and primary tumours may be irrelevant to cancer-modelling and should be omitted in the evaluation of cell lines. Additionally, few studies directly validated 3D culture systems relative to primary tumours. 3D cultures are superior to 2D cultures because they retain elements lost in 2D cultures, such as complex cell polarity and lumen formation^23^. 3D cultures of MCF7 result in spheroidal microtissues with luminal-like morphology and express more breast-specific biomarkers compared to 2D cultures^24,25^. Similarly, 3D cultures of MCF10A cells form spheroids with a hollow lumen^26^, introducing phenotypes that would not have been present in 2D cultures^9^. However, few studies compared gene expression of cell lines in 3D cultures to primary tumours. Given the costs of 3D cultures^27^, there is a need to assess its benefits in modelling BC over the less expensive 2D culture systems so that experimenters can better justify switching from 3D culture systems.

**Table 1:** Brief summary of differentially regulated processes between cell lines and primary tumours.

Processes differentially regulated in cell lines compared to primary tumours	Direction	Scope^a^	References
Cell cycle and proliferation	Upregulated	General tumours, BC	^19,20,29,30^
Nucleotide metabolism and RNA production	Upregulated	General tumours	^29^
Glycolysis and energy metabolism	Upregulated	General tumours, BC	^19,20^
Cell communication	Both directions	General tumours	^29^
Immune processes and inflammation	Downregulated	General tumours, metastatic BC	^18,30^
Cell adhesion	Downregulated	General tumours	^20,29^
Tissue organisation	Downregulated	General tumours	^20^

^a^The scope refers to whether the studies focused on BC data, or looked at cancers in general.

### Aims and overview

In this study, we validated transcriptomic data of MCF7 and MCF10A cell lines in 2D and 3D cultures, augmented with previously published experimental data from all RNA-seq and ChIP-seq sample and signature search (ARCHS4) repository^28^, against clinical transcriptomic data of LumA BC and normal breast samples in The Cancer Genome Atlas (TCGA).

We aimed to identify the key cancer-related processes that differ between the cell line analyses (MCF7-vs-MCF10A) and analysis of TCGA clinical samples (LumA-vs-normal), to understand the adequacy of cell lines as models for LumA BC. Unlike past methods which directly considered the differences between tumours and cancer cell lines, our method considers the differences-of-differences between cell lines and clinical BC (Fig. 1). That is, we first identified cancer-related differences via separate analyses of 2D MCF7-vs-MCF10A, 3D MCF7-vs-MCF10A and TCGA LumA-vs-normal, by using a random forest classifier (RFC)-based gene selection approach to select cancer-related genes, and identifying overrepresented biological processes in the selected genes. Thereafter, we compared these overrepresented processes across analyses, to determine how well the comparisons of MCF7-vs-MCF10A were able to represent cancer-related processes in the clinical LumA-vs-normal comparison. We found that analyses of MCF7-vs-MCF10A failed to identify cancer-related changes in mitotic nuclear division, and exaggerated cancer-related dysregulation of cell adhesion compared to clinical LumA-vs-normal. We concluded that MCF7 and MCF10A were limited in their ability to model LumA BC.

**Figure 1:**
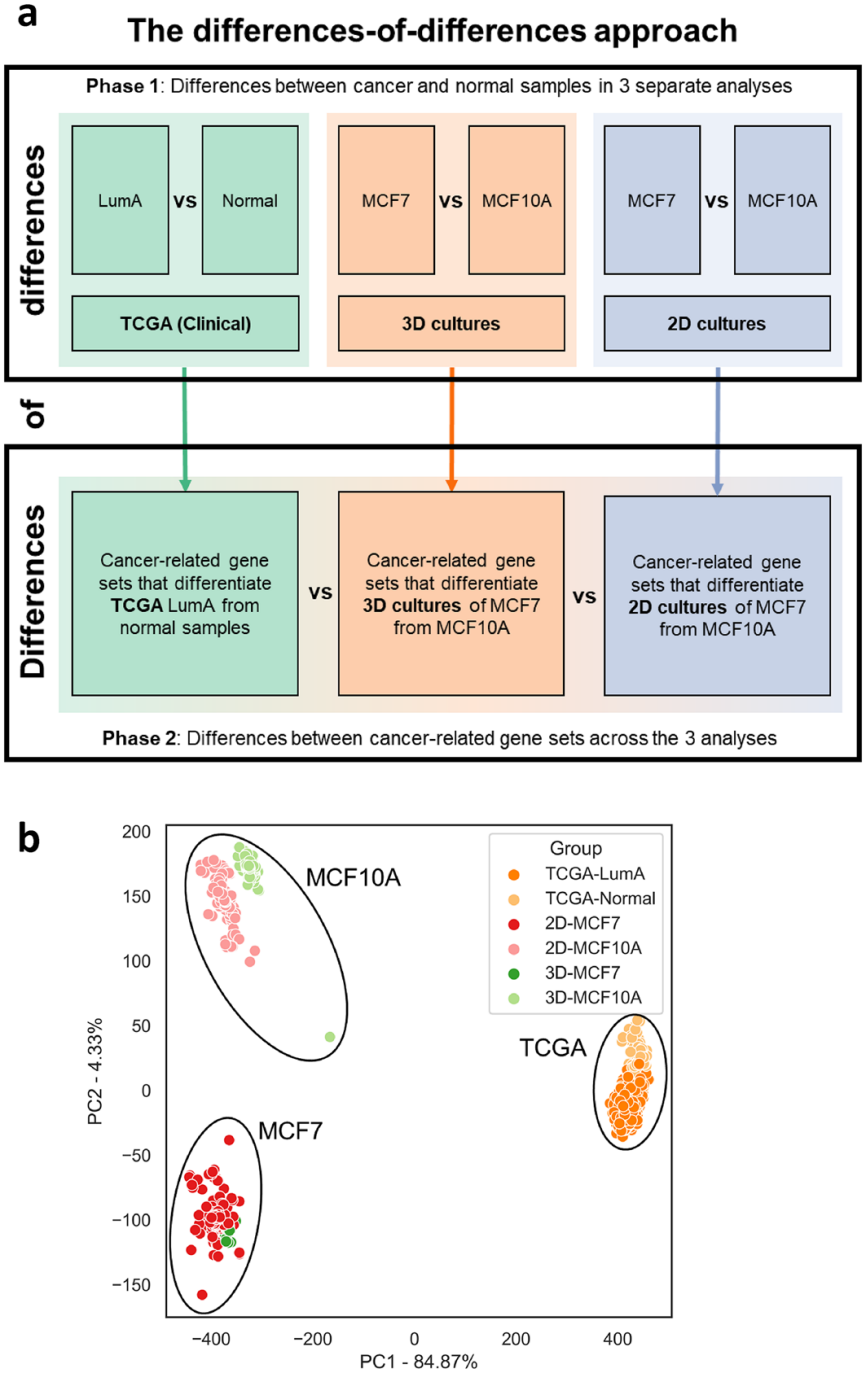
Overview for comparison of cancer progression in cell lines and clinical breast cancer samples. (**a**) Summary of the differences-of-differences approach. (**b**) PCA plot of the first two principal components of the combined dataset of 2D and 3D cultures of MCF7 and MCF10A, and TCGA clinical samples.

## Materials and methods

Data pre-processing and overrepresentation analyses (ORA) were conducted in R version 4.1.2^31^ using RStudio version 2021.9.2.382^32^. Further processing and feature selection were implemented in Python version 3.9.7 using Jupyter Notebook^33^. Where applicable, we specified a random seed of 77 for reproducible analyses. Unless otherwise specified, visualisations were produced with the R package *ggplot2* version 3.3.5^34^, or the Python packages *seaborn* version 0.11.2^35^ and *matplotlib* version 3.4.3^36^.

Our differences-of-differences approach first finds the differences between LumA (or MCF7) and normal (or MCF10A) samples via three separate analyses of the TCGA, 3D culture and 2D culture datasets (Fig. 2a; Steps 1–4), and then compares the significantly overrepresented gene sets across the three analyses (Fig. 2a; Step 5).

**Figure 2:**
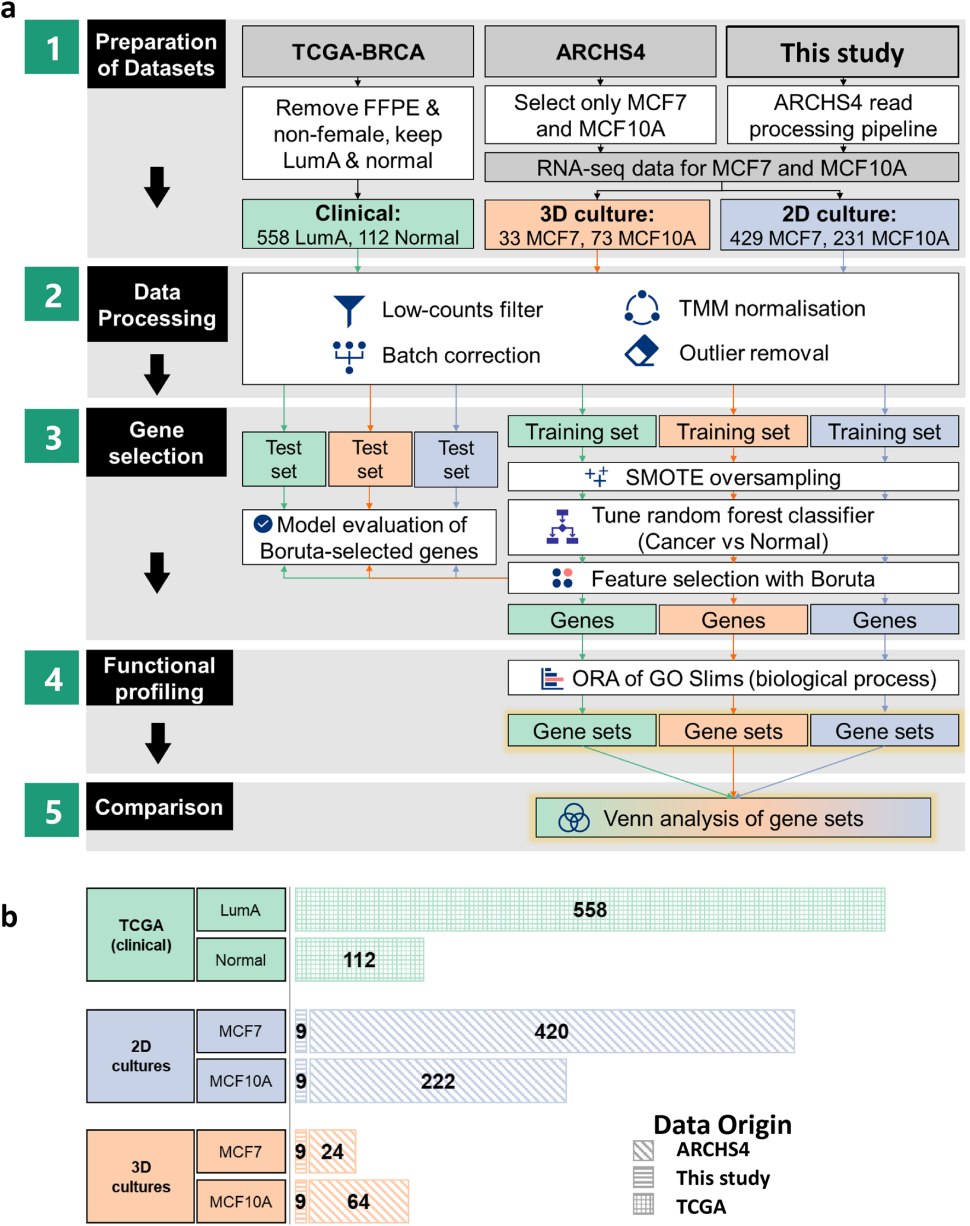
Overall analysis workflow of RNA-seq data. (**a**) Summary of key steps in the analysis workflow. (Refer to “Preparation of datasets” in “Materials and methods” section). *FFPE* Formalin-fixed paraffin-embedded, *GO* Gene Ontology, *TCGA-BRCA* The Cancer Genome Atlas-Breast Invasive Carcinoma dataset, *ORA* Overrepresentation analysis. (**b**) Number of samples by class in the TCGA, 2D culture and 3D culture datasets, respectively. The origins of each dataset are indicated by the textures of the bars.

### Cell lines and monolayer cultures

The ATCC-originated MCF7 cells (HTB-22) were maintained as monolayer in Dulbecco’s Modified Eagle’s Medium—high glucose (Sigma-Aldrich, USA) supplemented with 10% Fetal Bovine Serum (Gibco, USA), 1% Penicillin/Streptomycin (Gibco, USA). The ATCC-originated MCF10A cells (CRL-10317) were maintained in Dulbecco’s Modified Eagle Medium: Nutrient Mixture F-12 (D-MEM/F-12) (Gibco, USA) supplemented with 5% horse serum (Gibco, USA), 20 ng/ml Epidermal Growth Factor (PeproTech, USA), 0.5 mg/ml hydrocortisone (Sigma-Aldrich, USA), 10 μg/ml insulin (Sigma-Aldrich, USA), 100 nM (−)-Isoproterenol hydrochloride (Sigma-Aldrich, USA) and 1% Penicillin/Streptomycin (Gibco, USA). All cells were passaged or changed with fresh medium every other day, and grown in 37 °C humidified incubator supplemented with 5% CO2.

### Three-dimensional spheroid formation

The spheroids were generated using the 3D ‘on-top’ methods as described previously^37^. Briefly, 8-well chamber slide (Ibidi, Germany) were coated with 50 μl of growth factor-reduced Matrigel (Corning, USA) and left to solidify in the incubator for at least 30 min. MCF7 and MCF10A cells (6500 and 5000 cells respectively) were seeded on top of the solidified Matrigel coating and overlayed with cell medium supplemented with 2% Matrigel (Corning, USA). MCF10A spheroids were cultured in assayed Dulbecco’s Modified Eagle Medium: Nutrient Mixture F-12 (D-MEM/F-12) (Gibco, USA) medium supplemented with 2% horse serum (Gibco, USA), 5 ng/ml Epidermal Growth Factor (PeproTech, USA), 0.5 mg/ml hydrocortisone (Sigma-Aldrich, USA), 10 μg/ml insulin (Sigma-Aldrich, USA), 100 nM (−)-Isoproterenol hydrochloride (Sigma-Aldrich, USA) and 1% Penicillin/Streptomycin (Gibco, USA). Cells were refed with fresh assay medium supplemented with 2% Matrigel (Corning, USA) every two days thereafter. MCF7 spheroids were harvested on day 10, while MCF10A spheroids were harvested on day 16.

### RNA extraction

Total RNA was extracted from MCF7 and MCF10A cells in both 2D and 3D cultures using RNeasy plus kits (Qiagen, Germany) according to manufacturer’s instructions. Briefly, cells grown as monolayer were trypsinized and washed with PBS twice followed by RNA extraction using RNeasy Plus Kit. To collect spheroids, medium was removed from 3D cell culture followed by washing with PBS twice gently. Pre-chilled cell recovery solution (Corning, USA) at the volume of 200 μl were added to 8-well chamber slide (Ibidi, Germany). Matrigel matrix was fully depolymerized, and spheroids were released after 30 min incubation at 4 °C. Suspended spheroids were collected and washed with PBS twice followed by RNA extraction using RNeasy Plus Kit (Qiagen). The integrity and quantity of RNA were determined with NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, USA) before sending out for RNA sequencing.

### RNA-sequencing

RNA-sequencing was done in two batches with the first batch by BGI Group and the second batch by NovogeneAIT Genomics Singapore Pte Ltd. RNA samples were subjected to quality control (QC) after sample submission to the companies. Preliminary quantification of nucleic acid samples was performed using Qubit (Invitrogen, USA). RNA degradation and contamination were ruled out with agarose gel electrophoresis verification. RNA integrity and quantity were measured on 2100 Bioanalyzer (Agilent Technologies, USA). After sample QC, library construction was performed using NEBNext Ultra II RNA Library Prep Kit (Illumina, USA) according to manufacturer’s protocols. For the first batch, the libraries were run with BGI group’s in-house sequencing platform BGISEQ-500 (20 M single-end reads). For the second batch, libraries were run on NovaSeq PE150 (Illumina, USA) to produce 6 GB of raw data per sample (20 M paired-end reads).

### Preparation of datasets

Raw RNA-seq data comprised of 9 biological replicates per class (3D-MCF7, 3D-MCF10A, 2D-MCF7, 2D-MCF10A). Data from single-end and paired-end sequencing runs were recorded as separate batches. We harmonised the FASTQ file processing by applying the methods in the ARCHS4 documentation^28^. Specifically, *Kallisto* version 0.46.0^38^ with a precalculated human index from the ARCHS4 repository (https://maayanlab.cloud/archs4/, downloaded on 14 March 2022) was used to obtain transcript counts, which were then mapped to gene-level counts using *tximport* version 1.22.0^39^ and the GrCH38.87 human genome annotation^40^.

To improve the generalisability of our findings, we augmented our cell line data with ARCHS4 data. Raw RNA-seq counts from the ARCHS4 repository were downloaded on 21 May 2021^28^, and a subset of MCF7 and MCF10A samples was manually selected based on metadata from the Gene Expression Omnibus (GEO). Only untransformed samples in control conditions were included for further analysis. This dataset was then combined with our RNA-seq data, and subset into 3D culture and 2D culture datasets.

For clinical RNA-seq data, level 3 unnormalised HTSeq mRNA counts data from the TCGA Breast Invasive Carcinoma (TCGA-BRCA) dataset for “primary tumour” and “solid tissue normal” samples were obtained from the Genomic Data Commons (GDC) on 17 January 2022 using *TCGAbiolinks* version 2.22.3^41^. Sample collection and processing protocols are detailed in Ref.^42^. The RNA-seq data had been processed according to GDC’s harmonised pipeline^43^. We discarded formalin-fixed paraffin-embedded samples, as RNA crosslinking due to the fixation process might confound analyses of the higher quality fresh-frozen samples^44^, and discarded non-female samples as male BC are characterised by distinct molecular profiles from female BC^45^. Metadata from^46^ was used for BC subtype assignment. Given that MCF7 is a LumA cell line^12^ and MCF10A is a non-tumourigenic breast cell line^10^, only LumA tumours and normal samples were retained. The number of samples by class in the three datasets are summarized in Fig. 2b.

### Data processing: filtering, normalisation, batch correction, and outlier removal

On each dataset, we performed low-counts filtering, normalised counts using the trimmed mean of M-values (TMM) method^47^, and log_2_-transformed the counts per million (CPM) values using *EdgeR* version 3.36.0^48^, with default settings.

To visualise data structure, we first performed principal component analysis (PCA) on log-CPM data using *scikit-learn* version 1.0.2^49^. We selected the top principal components (PCs) which cumulatively account for at least 80% of total variation as input into the Uniform Manifold Approximation and Projection (UMAP) algorithm^50^. Selecting only the top PCs accounting for majority of variation helps suppress noise^51^, allowing better projection of the relationships between samples. We used the Python package *UMAP* version 0.5.2 with 50 to 200 neighbours, a minimum distance of between 0.05 and 0.3, and random initial embedding positions, to visualise sample relationships. To assess the presence of batch effects and outliers, we generated boxplots by batch along one-dimensional UMAP projections of the PCs (PCA-UMAP) and two-dimensional PCA-UMAP scatterplots. Absolute UMAP values were not provided as they were not intrinsically meaningful. Relative positions of points in UMAP space were more relevant.

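In the 36 libraries that the study sequenced from its own MCF7 and MCF10A cultures, expression differed between the 2 sequencing batches within every condition, and most in MCF10A spheroids (3D-MCF10A). There, 10316 of 14352 genes differed between the 3 libraries of batch 1 and the 6 libraries of batch 2, with a median absolute log2 fold change of 0.83. In 2D-MCF10A, 2D-MCF7 and 3D-MCF7, 9347 of 13463, 9537 of 14448 and 9027 of 14711 genes differed, with median absolute log2 fold changes of 0.41, 0.41 and 0.44. LAMC2, a laminin chain of the basement membrane, had 117 ± 2.79 CPM (SD, n = 3) in batch 1 and 11178 ± 2985 CPM (SD, n = 6) in batch 2 of 3D-MCF10A. VIM, which encodes the intermediate filament protein vimentin, had 108 ± 3.77 CPM (SD, n = 3) and 2924 ± 537 CPM (SD, n = 6), and the basal keratin gene KRT14 had 44.4 ± 1.87 (SD, n = 3) and 2184 ± 863 (SD, n = 6). DCN, which encodes the matrix proteoglycan decorin, went the other way, with 1584 ± 109 CPM (SD, n = 3) in batch 1 and 108 ± 19.6 CPM (SD, n = 6) in batch 2. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 from edgeR's quasi-likelihood test of batch within each condition. Each batch held all 4 conditions, and the platform and read layout changed together with the batch.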

One-dimensional PCA-UMAP boxplots of TMM-normalised log-CPM suggested mild batch effects in the TCGA dataset as relative distributions of samples within each class were not homogeneous across plates (Fig. S2a), and substantial batch effects in the 2D and 3D culture datasets because samples tended to cluster by batch without distinct separations between MCF7 and MCF10A samples (Figs. S3a, S4a). Hence, we applied batch correction. Plate IDs (defining separate sequencing runs)^52^ and GEO series IDs (defining separate experiments) were used to specify batch variables for the TCGA and ARCHS4 data respectively. We used the *removeBatchEffect* function in *limma* version 3.50.0^53^ on log-CPM values, specifying the batch variable as described, and LumA (or MCF7) against normal (or MCF10A) samples as the grouping variable.

Consequent to batch correction, distributions across batches highlighted clear differences between LumA (or MCF7) and normal (or MCF10A) samples (Figs. S2b, S3b, S4b), suggesting that most systematic variation due to technical, cancer-irrelevant differences were removed. However, there were 2 LumA outliers in the TCGA dataset (Fig. S2b) and 12 MCF7 outliers (from GSE91395) in the 2D culture dataset (Fig. S3c) which clustered with non-cancer (or MCF10A) samples. These outliers were removed, and the data processing pipeline described above was rerun on the outlier-removed data.

To understand sample relationships across the three datasets, we combined the outlier-removed unnormalised data and kept genes which were present in all three datasets. We then performed low-counts filtering, normalisation and batch correction as described above. We visualised this combined dataset with a PCA plot instead of using PCA-UMAP because the first two PCs had already accounted for over 80% of variation in this dataset.

### Gene selection

To each of the three separate datasets, we applied a random stratified train-test split with a test set size of 20%. Only the training set was used for model fitting.

The number of samples in each class were unequal in all three training datasets (Fig. S1a). This was problematic as class-imbalanced training sets produce classifiers which return biased predictions favouring the majority class^54^. To correct for class imbalance, we applied synthetic minority oversampling technique (SMOTE) on the training sets, implemented in *imbalanced-learn* version 0.9.0^55^, to generate synthetic samples for the minority class based on existing samples^56^. Briefly, SMOTE randomly selected a sample, randomly selected a neighbouring sample out of a specified number (30% of the minority class size) of nearest neighbours in feature space, and generated a random synthetic point between the two samples. This was repeated until the minority class was equivalent in size to the majority class. Two-dimensional PCA-UMAP plots were generated before and after SMOTE to ensure that synthetic datapoints retained data structure.

For each analysis, we tuned a RFC^57^ implemented in *scikit-learn* with 5000 trees using the *GridSearchCV* function, with a pre-specified set of hyperparameters (Supplementary Table 1). In tuning, accuracy was evaluated using a modified tenfold cross-validation, where only the training sets in each fold were oversampled with SMOTE.

To select key genes involved in distinguishing cancer from normal samples, we used *BorutaPy* version 0.1.5, a Python implementation of Boruta^58^, on the SMOTE-oversampled training set and tuned RFC. The implementation entails first generating a set of shadow features by shuffling expression values for each gene. A RFC was fitted on the genes and shadow features to compute Gini importance scores, which quantify how well the given feature classified the samples^59^. Based on whether a gene had a higher importance score than the most important shadow feature, a two-tailed binomial test was performed at each of 1000 successive iterations to determine whether the gene was significantly important (Bonferroni-adjusted *p*-value < 0.0001) in classifying LumA (or MCF7) and normal (or MCF10A) samples. To ascertain that the Boruta-selected genes were cancer-related, we trained the tuned RFC on the Boruta-selected genes from the oversampled training set and used this to obtain an accuracy score in the test set.

### Functional profiling

ORA was performed on the unordered lists of Boruta-selected genes for each of the three analyses using *gprofiler2* version 0.2.1^60^. We used the gene ontology (GO) biological process gene sets from the generic GO slims provided by The Gene Ontology Consortium^61^, downloaded on 11 April 2022. For each analysis, the respective list of genes passing low-counts filtering was used as the background gene list. Gene sets with a Benjamini–Hochberg false discovery rate (FDR) below 0.01 were considered significant.

To determine direction of regulation of the significant gene sets, we first used *limma* version 3.50.0^53^ with *voom* transformation^62^ to compute log_2_-fold changes (LFCs) between LumA (or MCF7) and normal (or MCF10A) samples in each dataset, with batch as a covariate. LFCs were input into a pre-ranked gene set enrichment analysis^63^ implemented in *clusterProfiler* version 4.2.2^64^, using the “DOSE” method with 1000 permutations, without limiting gene set size. We only considered the ORA-significant gene sets. A positive normalised enrichment score meant that the gene set was upregulated, and a negative normalised enrichment score meant that it was downregulated.

### Differences-of-differences: comparison across the three analyses

We compared the results of each analysis by visualising the number of Boruta-selected genes and significant gene sets identified in each analysis using *VennDiagram* version 1.7.1^65^. We selected the top gene sets (ranked by FDR) occurring in the LumA-vs-normal analysis only and the MCF7-vs-MCF10A analyses only for further discussion. Finally, we listed the top genes (ranked by absolute LFC) associated with the selected gene sets, as well as genes which were associated with common gene sets and selected by Boruta in both cell line and TCGA datasets.

## Results

We took a differences-of-differences approach to assess the value of MCF7 and MCF10A cell lines as models for BC (Fig. 1). 

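Gene expression was measured by RNA-seq in MCF7, an estrogen receptor-positive breast cancer line, and in MCF10A, a non-tumourigenic breast epithelial line, each grown as a monolayer (2D) and as spheroids on Matrigel (3D). Each of the 4 conditions (2D-MCF7, 2D-MCF10A, 3D-MCF7 and 3D-MCF10A) had 9 libraries, 3 with single-end reads in batch 1 and 6 with paired-end reads in batch 2. MCF7 spheroids grew from 6500 cells in medium with 10% fetal bovine serum and were harvested on day 10. MCF10A spheroids grew from 5000 cells in medium with 2% horse serum and 5 ng/ml epidermal growth factor (EGF) and were harvested on day 16, whereas the MCF10A monolayers received 5% horse serum and 20 ng/ml EGF. In both cultures MCF10A also received hydrocortisone, insulin and isoproterenol, which the paper does not list for MCF7, and the base media differed. Medium, and in 3D also seeding and harvest day, thus cannot be told apart from the line in any comparison of MCF7 with MCF10A. The authors quantified the reads with Kallisto and summed the estimated counts to genes with tximport. The deposited estimated counts were whole numbers, not scaled for depth. Library totals in batch 1 had medians of 42.5 M counts (range 34.6 to 42.6) in 2D-MCF10A, 36.2 M (34.9 to 45.0) in 2D-MCF7, 39.2 M (35.1 to 41.6) in 3D-MCF10A and 36.1 M (35.7 to 40.3) in 3D-MCF7. In batch 2 the medians were 20.9 M (20.0 to 22.8), 21.9 M (19.8 to 25.1), 22.0 M (18.2 to 24.8) and 20.0 M (18.8 to 23.5) in the same order. The paper states 20 M reads per library for both batches, and all values here use the deposited totals. Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15), normalised with TMM and tested with a batch covariate, which left 13718 genes between the lines in 2D and 14050 in 3D. The common biological coefficient of variation was 0.133 in 2D and 0.290 in 3D, from fits with a batch effect shared by both lines. A batch difference that is not the same in both lines adds to it and to the standard errors. Each list of genes was fixed before the data were examined and compared with all other genes by camera with a preset correlation of 0.01. Where the 9 libraries of a group had no count of a gene, its fold change is given as a bound at 3 counts over the group. Bounds and counting intervals cover counting error only. The clinical TCGA libraries and the public ARCHS4 libraries were not analysed here.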

Contrary to direct comparisons between cell lines and tumours in past studies^19,30^, the key benefit of this approach is the focus on cancer-related processes which are more relevant for tumour-modelling. Comparing cell lines to tumours does not reveal insights about the cancer-modelling ability of cell lines because cancer-related gene expression differences cannot be divorced from general culture-related but cancer-invariant differences. Our comparisons of tumourigenic MCF7 against non-tumourigenic MCF10A would ensure that the identified processes were cancer-related, hence providing a commentary on whether the cell lines model cancer adequately.

### Clinical LumA and normal breast samples had different gene expression profiles from MCF7 and MCF10A

PCA plots of the combined dataset (Fig. 1b) revealed that clinical TCGA samples separated from the cell line samples along the first PC, accounting for 84.87% of variation in the dataset. Hence, majority of variation was driven by differences in gene expression between clinical samples and cell lines, raising doubts about the ability of cell lines to model clinical BC. LumA (or MCF7) and non-cancer (or MCF10A) samples separated along the second PC, suggesting that a minor but substantive amount of variation in the dataset was driven by cancer-related differences. To specifically consider whether these cancer-related differences for cell lines were similar to clinical samples independent of variation driven by broad differences between clinical and cell line samples, we performed separate analyses for TCGA LumA-vs-normal, 3D MCF7-vs-MCF-10A and 2D-MCF7-vs-MCF10A.

### Whether in cell cultures or clinical samples, there were clear cancer-related differences in gene expression

Consistent with the second PC in Fig. 1b, PCA-UMAP projections of the training sets (for three separate analyses) demonstrated that LumA (or MCF7) samples clustered separately from normal (or MCF10A) samples in all three datasets both before and after SMOTE (Fig. S1b). This suggests that majority of variation in the three separate datasets was driven by cancer-related differences in gene expression, and that the oversampled data was able to preserve these cancer-related differences between tumour and normal samples. Hence, genes selected downstream based on these datasets would clearly reflect key cancer-related differences.

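MCF7 and MCF10A libraries lay fully apart on the first PC in both cultures, with no overlap between the 9 libraries of each line. In 2D the first PC accounted for 86.8% of variation, and 99.97% of the variation along it lay between the lines. In 3D the first PC accounted for 76.7%, and 99.87% of the variation along it lay between the lines. Between the lines, 6169 genes were higher and 5914 lower in MCF7 in 2D, which is 88.1% of the genes tested, and 5543 were higher and 5362 lower in MCF7 in 3D, or 77.6%. The median absolute log2 fold change over the genes tested was 0.82 in 2D and 0.85 in 3D, at a median standard error of 0.076 and 0.15. Along the second PC, which accounted for 7.62% of variation in 2D and 13.9% in 3D, 99.5% and 72.4% of the variation lay between the 2 sequencing batches. With batch removed and the cell line kept, the share of the first PC was 93.9% in 2D and 86.2% in 3D. Over all 36 libraries together, the first PC still parted the lines and accounted for 66.1% of variation. Genes were called by edgeR's quasi-likelihood test at an adjusted p under 0.05.

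**Figure D1:**
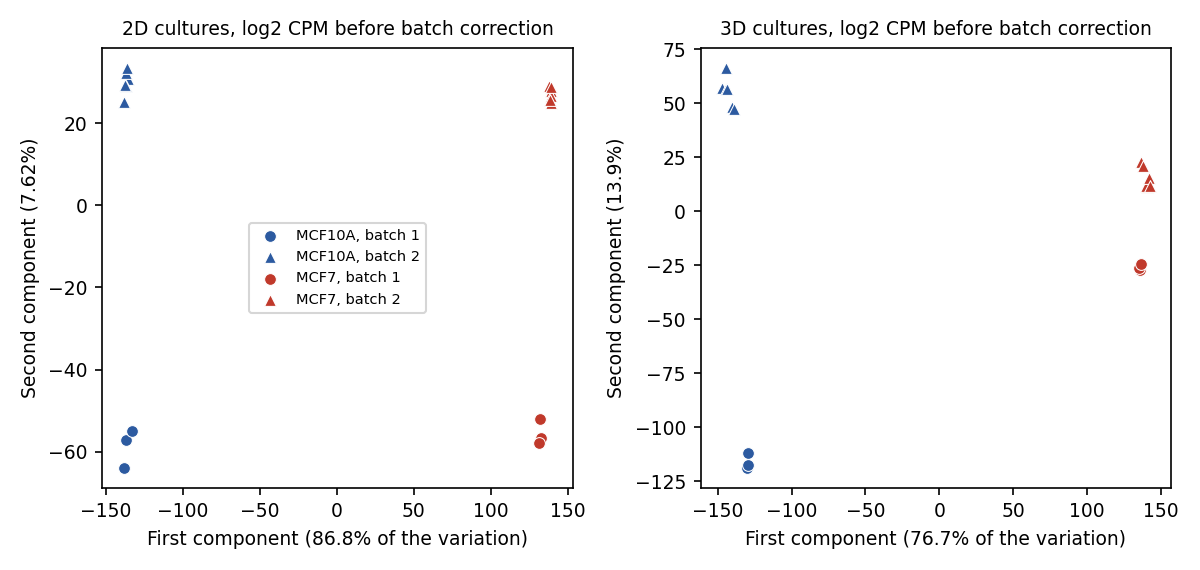
First and second PC of the libraries of 2D cultures (left) and 3D cultures (right), from TMM-normalised log2 CPM before batch correction. Each point is 1 library. MCF7 and MCF10A lie apart on the first PC, and the batches part along the second.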

### Different genes were driving cancer-related differences between LumA-vs-normal compared to MCF7-vs-MCF10A

We used an RFC-based feature selection approach (i.e., Boruta) to select key cancer-related genes important for classifying cancer from non-cancer samples. Unlike typical differential expression analysis methods which perform independent gene-wise significance tests, RFC-based gene selection methods can demonstrate greater power in large RNA-seq datasets and account for relationships between genes by selecting genes in a multivariate manner^66^. This is especially important given canonical knowledge that cancers involve interactions between genes and pathways^67,68^. RFCs were tuned separately for each analysis, and default settings with 5000 trees produced optimal classifiers. A larger number of trees was chosen to ensure a more robust RFC for gene selection. Cross-validation of the optimal RFCs returned a mean accuracy of 0.998 for the TCGA dataset, and perfect accuracy for both the 2D and 3D culture datasets. This suggested that the fitted RFCs successfully learned the gene expression profiles that distinguished LumA (or MCF7) from normal (or MCF10A) samples.

Unlike other minimal-optimal feature selection algorithms which find the smallest feature subset that maximises classifier performance, Boruta’s all-relevant approach identifies all genes relevant to the classification of cancer from normal samples^58^, allowing a better understanding of the mechanistic underpinnings of cancer. Table 2 lists the number of genes selected by Boruta in each analysis. We validated the classification accuracy of these genes on the test set. Using only the subset of Boruta-selected genes in the tuned RFC fitted on the oversampled training data, all test sets were predicted with 100% accuracy. 

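In these libraries many genes parted MCF7 from MCF10A without any overlap between the lines. In 2D, 7440 of the genes tested (54.2%) did so, 3736 higher and 3704 lower in MCF7, and in 3D 5839 (41.6%), 3173 higher and 2666 lower. For 9 libraries against 9, chance gives a share of 0.00411%. GRHL2, a transcription factor of epithelial identity on chromosome 8 of GRCh38 from 101492439 to 101669726, was higher in MCF7. Its level was 148 ± 11.0 CPM in 2D-MCF7 and 0.0740 ± 0.101 CPM in 2D-MCF10A (SD, n = 9), a log2 fold change of 10.66 (SE 0.20), and its log2 fold change in 3D was 11.22 (SE 0.24). Of the genes tested in both cultures, 4429 parted the lines in the same direction in 2D and 3D, 2338 higher in MCF7 and 2091 lower, against 840 and 684 for independent lists, and 83 did so in opposite directions. A random forest of 1000 trees on all genes tested, trained on 1 batch and tested on the other, assigned 12 of 12 batch 2 libraries and 6 of 6 batch 1 libraries to the right line in each culture (exact Clopper-Pearson lower limits of 73.5% and 54.1%). Trained on 2D and tested on 3D cultures, and the reverse, it assigned 18 of 18 libraries each time (lower limit 81.5%). The lowest share of trees that voted for the true line of a library was 0.577, in 3D cultures with training on batch 1. The Boruta selection of genes was not analysed here.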

Given the perfect accuracy in separating cancer (or MCF7) from normal (or MCF10A) samples, we concluded that the chosen genes in each analysis were important cancer-related genes.

**Table 2:** Number of genes (out of those passing the low-counts filter) selected by Boruta.

Analysis	Number of genes passing low-counts filter	Number of Boruta-selected genes
TCGA LumA-vs-normal	24,657	1031
2D MCF7-vs-MCF10A	15,441	450
3D MCF7-vs-MCF10A	15,001	2007

If MCF7 and MCF10A are good models, then they should be distinguished by the same set of cancer-related genes as between LumA BC and normal samples. However, Venn analysis revealed that only 5.1% of genes in the LumA-vs-normal analysis were important in the 2D MCF7-vs-MCF10A analysis (Fig. S5a), and a slightly larger 15.7% of genes in the LumA-vs-normal analysis were important in the 3D MCF7-vs-MCF10A analysis (Fig. S5b). This demonstrates that the genes distinguishing MCF7 from MCF10A were inconsistent with the genes distinguishing clinical LumA from normal samples.

### 2D MCF7-vs-MCF10A had no incremental value in modelling cancer-related processes over 3D MCF7-vs-MCF10A

To understand the biological processes underlying the Boruta-selected genes, we performed ORA within each of the three analyses to identify significant GO slims (FDR < 0.01), and then compared these significant gene sets. Our study focused on gene set-level comparisons because investigations using gene sets are more robust than studies based on genes^69^. We used the generic GO slim, a high-level GO subset intended to give a broad overview of the biological processes involved^61^, because our goal was to summarise the key biological processes differentiating LumA (or MCF7) and normal (or MCF10A) samples. Moreover, using the GO slim reduced redundancy in the gene sets, facilitating comparison across the three analyses.

Venn analysis (Fig. 3) of significant gene sets indicated that all cancer-related processes in the 2D MCF7-vs-MCF10A analysis were captured in the 3D MCF7-vs-MCF10A analysis. Both the 3D and 2D MCF7-vs-MCF10A analyses were able to successfully identify 5 concordant gene sets with the LumA-vs-normal analysis, including dysregulation of processes related to anatomical structure development and cell differentiation (Fig. 3c). 

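Most genes that differed between MCF7 and MCF10A in 2D differed in the same direction in 3D. Of 13423 genes tested in both cultures, 4473 were higher and 4253 lower in MCF7 in both, which together is 73.9% of the 2D calls. Independent lists of these sizes would share 2424 and 2211. A further 365 genes were higher in MCF7 in 2D and lower in 3D, and 486 the reverse. In 847 of these genes the difference between cultures was itself called. Of 2233 genes called in 2D and not in 3D, 1264 had a called difference between cultures, as had 738 of 952 genes called in 3D and not in 2D. Genes of the extracellular matrix and basement membrane were mostly lower in MCF7 in both cultures. In 2D, 32 of 43 were lower and 7 higher, with a median log2 fold change of -2.08 (camera adjusted p = 3.83e-04, adjusted p = 0.232 with an estimated correlation). In 3D, 30 of 41 were lower and 7 higher, with a median of -3.26 (camera adjusted p = 6.45e-04, adjusted p = 0.432 with an estimated correlation). MMP14, a membrane-bound matrix metalloproteinase, had a log2 fold change of -8.94 (SE 0.089) in 2D and -9.03 (SE 0.39) in 3D, at 535 ± 318 CPM in 3D-MCF10A and 0.779 ± 0.291 CPM in 3D-MCF7 (SD, n = 9). Of wound healing genes, 20 of 24 were lower in MCF7 and 3 higher in 2D, with a median of -4.60 (camera adjusted p = 6.41e-07, adjusted p = 0.0676 with an estimated correlation), and 18 of 25 were lower and 2 higher in 3D, with a median of -3.39 (camera adjusted p = 0.00915, adjusted p = 0.655 with an estimated correlation). KRT6A, a keratin induced at wound edges, had a log2 fold change of -13.66 (SE 0.29) in 2D and -13.17 (SE 0.69) in 3D. The counts in these lists were the same when adjusted over the list alone. Across genes, which are not independent replicates, the log2 fold changes of the 2 cultures had a Pearson's r of 0.886 and a Spearman's rho of 0.805. Within batches of 3D cultures, the wound healing median was -0.87 in batch 1 and -3.75 in batch 2, and the extracellular matrix median -2.01 and -3.42.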

Beyond 2D MCF7-vs-MCF10A, the 3D MCF7-vs-MCF10A analysis was able to successfully identify dysregulation of 4 additional processes present in the LumA-vs-normal analysis (Fig. 3b). Hence, 3D MCF7-vs-MCF10A showed greater consistency in cancer-related processes with clinical LumA-vs-normal, than 2D MCF7-vs-MCF10A with LumA-vs-normal.

**Figure 3:**
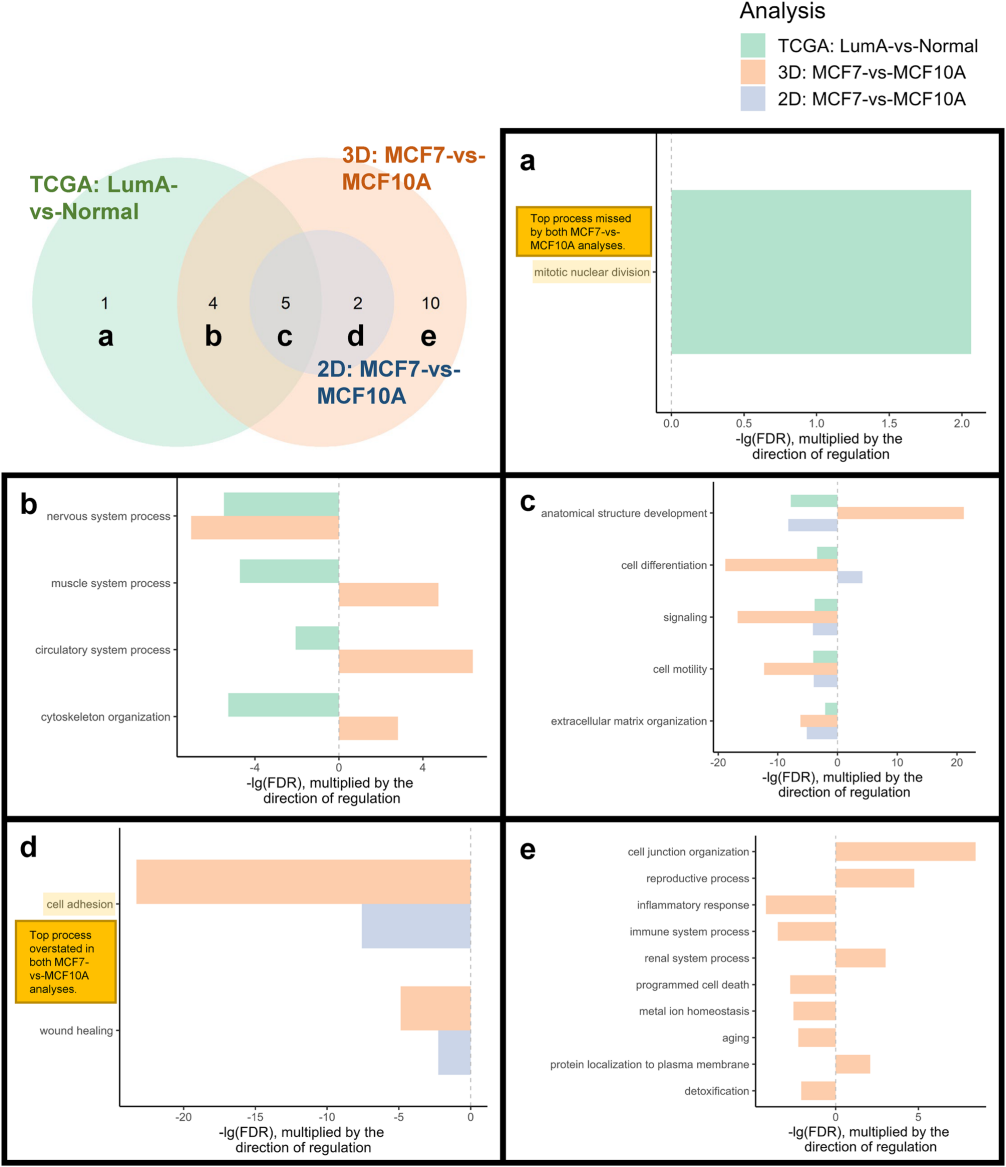
Venn analysis and overrepresented gene sets. (**a**) Gene sets which were specific to the LumA-vs-normal analysis, (**b**) specific to both the LumA-vs-normal and 3D MCF7-vs-MCF10A analyses, (**c**) present in all three analyses, (**d**) specific to both 3D and 2D cultures of MCF7-vs-MCF10A, and (**e**) specific to the 3D MCF7-vs-MCF10A analysis only. For further discussion, we highlighted mitotic nuclear division, the top process missed by both 2D and 3D MCF7-vs-MCF10A analyses, and cell adhesion, the top process overstated in both 2D and 3D MCF7-vs-MCF10A analyses compared to LumA-vs-normal.

### Cell cultures were limited in their ability to model cancer-related processes

We used two criteria to assess the ability of MCF7-vs-MCF10A to model LumA BC at the gene set level. A good model of clinical LumA BC (1) should not miss overrepresentations of cancer-related processes which were found in LumA-vs-normal and (2) should not identify spurious processes which were absent in LumA-vs-normal. Despite similarities in gene sets to the LumA-vs-normal analyses, we found gene sets along these criteria.

#### MCF7-vs-MCF10A did not model cancer-related processes like mitotic nuclear division which were present in clinical LumA-vs-normal

Among the 10 cancer-related gene sets identified in the LumA-vs-normal analysis, the 3D MCF7-vs-MCF10A analysis failed to represent the upregulation of mitotic nuclear division (Fig. 3a). The 2D MCF7-vs-MCF10A analysis failed to represent 6 processes, including cancer-related dysregulation of mitotic nuclear division and nervous system process (Fig. 3a,b). This finding suggests that cell lines, especially in 2D cultures, missed important cancer-related processes. The cancer-related upregulation of mitotic nuclear division was the top process missed by both 2D and 3D cultures.

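In 3D, genes of mitotic nuclear division were higher in MCF7 than in MCF10A, whereas in 2D they went both ways. Of 60 genes of this list, 59 were higher and 0 lower in 3D-MCF7, with a median log2 fold change of 2.93. In 2D, 33 were higher in MCF7 and 19 lower, with a median of 0.22. The counts were the same when adjusted over the list alone. CENPA, the histone variant that marks centromeres, was higher in 3D-MCF7 by a log2 fold change of 4.22 (SE 0.41), at 24.2 ± 3.11 CPM against 1.66 ± 1.55 CPM in 3D-MCF10A (SD, n = 9). TOP2A, the topoisomerase that untangles replicated DNA, was higher by 3.99 (SE 0.55), at 363 ± 23.6 CPM against 34.6 ± 26.6 CPM (SD, n = 9). PTTG1, which encodes securin, the inhibitor of separase, was the 1 gene of the list not called in 3D, at 29.8 ± 4.84 CPM against 30.1 ± 6.74 CPM (SD, n = 9), and was named after its value was seen. In batch 1 alone it was called higher. In 2D, PTTG1 was lower in MCF7 (log2 fold change -1.61, SE 0.06) and ESPL1, which encodes separase, was higher (log2 fold change 1.27, SE 0.06). Genes of DNA replication and S phase were higher in MCF7 in both cultures, 30 of 38 with 5 lower in 2D (median 0.69) and 38 of 38 in 3D (median 2.18). Against all other genes, the mitotic list was called in 3D (camera adjusted p = 1.2e-08 in edgeR) but not with the correlation estimated from the data (adjusted p = 0.457), and it was not called in 2D (adjusted p = 0.356, and adjusted p = 0.804 with an estimated correlation). For DNA replication the adjusted p was 0.00139 in 2D (adjusted p = 0.541 with an estimated correlation) and 5.33e-07 in 3D (adjusted p = 0.384 with an estimated correlation). The difference between the cultures was called for all 60 mitotic genes, with a median log2 difference of 2.53 (camera adjusted p = 1.55e-39, and 0.0429 with an estimated correlation). Within batches, the 3D median was 4.41 in batch 1 (59 higher, 0 lower) and 2.24 in batch 2 (58 higher, 0 lower). MCF7 spheroids were harvested on day 10 and MCF10A spheroids on day 16, in different media. The line cannot be told apart from harvest day and medium here. From its gene set overrepresentation, the paper states that upregulation of mitotic nuclear division, found in LumA tumours, was the top process missed by both cultures, and proposes that cell lines missed important cancer-related processes.

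**Figure D2:**
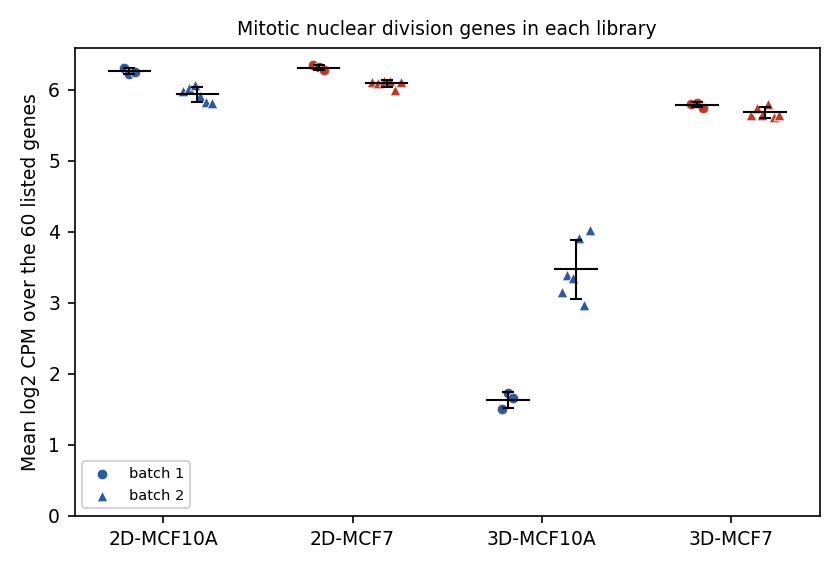
Mean log2 CPM of the mitotic nuclear division list in each library, by condition and batch. Each point is 1 library. The 3D-MCF10A libraries lie between 1.51 and 4.02, and those of the other 3 conditions between 5.61 and 6.34.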

#### MCF7-vs-MCF10A overstated dysregulation of processes like cell adhesion which were absent in clinical LumA-vs-normal

The 2D MCF7-vs-MCF10A analysis showed dysregulation of 2 additional processes, including cell adhesion, which was not present in the LumA-vs-normal analysis (Fig. 3d). However, the 3D MCF7-vs-MCF10A analysis showed dysregulation of 12 additional processes which were absent in the LumA-vs-normal analysis, including cell adhesion and inflammatory response (Fig. 3d,e). This finding suggests that cell lines, particularly from 3D cultures, tended to overstate the dysregulation of numerous processes. Specifically, the downregulation of cell adhesion was the top process overstated by both 2D and 3D cultures.

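In 3D, genes of the inflammatory response were mostly lower in MCF7 than in MCF10A. Of 23 tested, 21 were lower and 1 was higher, with a median log2 fold change of -5.87 (22 lower when adjusted over the list alone). CSF3, which encodes the granulocyte colony-stimulating factor, had a log2 fold change of -12.77 (SE 0.64), at 247 ± 226 CPM in 3D-MCF10A against 0.0283 ± 0.0507 CPM in 3D-MCF7 (SD, n = 9). Its mean in 3D-MCF10A was 1.76 CPM in batch 1 and 370 CPM in batch 2. LIF, a cytokine of the interleukin-6 family, was the 1 gene higher in 3D-MCF7 (log2 fold change 2.75, SE 0.35). Of 20 genes of detoxification and metal ion homeostasis, 13 were lower and 5 higher in 3D-MCF7, with a median of -1.75. GSTP1, a glutathione transferase, had -13.82 (SE 0.52) on the log2 scale and MT1E, a metallothionein that binds metal ions, -11.11 (SE 0.48), while NQO1, a quinone reductase, was higher by 2.67 (SE 0.27). Of 27 apoptosis genes, 14 were lower and 6 higher in 3D-MCF7, with a median of -0.65. CASP1, an inflammatory caspase, had 3 counts in 3D-MCF7 against 3109 in 3D-MCF10A, 1180-fold fewer (95% counting interval 404 to 5727). BIRC3, an inhibitor of apoptosis, had -5.74 (SE 0.48), and BCL2, another inhibitor of apoptosis, was higher by 3.92 (SE 0.76). In camera, the inflammatory list had an adjusted p of 1.27e-08 in 3D (0.00982 with an estimated correlation), the apoptosis list 0.00756 (0.0339 with an estimated correlation) and the detoxification list 0.0373 (adjusted p = 0.432 with an estimated correlation). In 2D, 23 of 24 inflammatory genes were lower in MCF7 and 1 higher (median -9.52, or -9.57 with low-count genes at their ratio or bound and -7.02 without them, camera adjusted p = 5.01e-13, adjusted p = 0.0525 with an estimated correlation). Of detoxification genes 13 of 20 were lower and 4 higher in 2D (median -1.71, camera adjusted p = 0.00575, adjusted p = 0.171 with an estimated correlation), and of apoptosis genes 18 of 27 lower and 7 higher (median -0.97, camera adjusted p = 8.53e-04, adjusted p = 0.0592 with an estimated correlation). Of 3 immune cell markers tested, 3 were lower in MCF7 in 3D (median -5.43, camera adjusted p = 0.0373, adjusted p = 0.365 with an estimated correlation) and 3 in 2D (median -5.85, camera adjusted p = 0.00711, adjusted p = 0.0592 with an estimated correlation). The list held 11 markers, and the others had too few counts to be tested. Some of those had more counts in 3D-MCF7 than in 3D-MCF10A and some fewer, so the result does not cover the whole list. Within batches 1 and 2 of 3D cultures, the inflammatory median was -3.82 and -6.53 and the apoptosis median -0.25 and -0.74.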

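Genes of cell adhesion were mostly lower in MCF7 than in MCF10A in 2D, while in 3D their groups differed in direction. Of 96 cell adhesion genes tested in 2D, 63 were lower in MCF7 and 30 higher, with a median log2 fold change of -0.80. In 3D, 49 of 94 were lower and 32 higher, with a median of -0.44. Counts of this list and of its groups were the same when adjusted over the list alone. Genes of integrins, hemidesmosomes and focal adhesion were lower in both, 24 of 28 in 2D (3 higher, median -1.53) and 22 of 28 in 3D (2 higher, median -2.15). LAMC2 had a log2 fold change of -7.27 (SE 0.23) in 2D and -7.52 (SE 1.00) in 3D, and LAMA3, another laminin chain, -6.67 (SE 0.092) and -7.52 (SE 0.57). In 3D-MCF10A, LAMC2 was far lower in batch 1 than in batch 2, so its 3D value averages over unlike levels. Of 11 desmosome genes, 8 were lower and 3 higher in each culture (median -1.63 in 2D and -1.65 in 3D). DSG3, a desmosomal cadherin, had -12.90 (SE 0.18) in 2D and -11.06 (SE 0.24) in 3D. Tight junction genes were higher in 3D-MCF7, 11 of 19 with 6 lower (median 1.90), among them CGN, a tight junction scaffold, by 6.71 (SE 0.20). In 2D, 9 were higher and 10 lower, with a median of -0.35 and a mean of 0.93 (camera direction up). Of cadherins and adherens junction genes, 5 of 15 were higher and 10 lower in 2D (median -0.56), and 3 of 14 were higher and 6 lower in 3D (median -0.54). CDH1, which encodes E-cadherin, was higher in MCF7, by 0.79 (SE 0.053) in 2D and 3.45 (SE 0.16) in 3D. CTNND2, a delta catenin, was higher by 10.97 (SE 0.18) in 2D and had 1 count in 3D-MCF10A and 7641 in 3D-MCF7, 6708-fold more (95% counting interval 1204 to 264982). Of immunoglobulin-like and other adhesion molecules, 10 of 23 were higher and 11 lower in 2D (median 0.045, mean -0.80), and 13 of 22 were higher and 7 lower in 3D (median 1.48). CEACAM5, an adhesion molecule of carcinomas, was higher in 3D-MCF7 by 10.65 (SE 0.18). Against all other genes, the cell adhesion list was called in 2D (camera adjusted p = 6.18e-04 in edgeR, adjusted p = 0.0592 with an estimated correlation) and not in 3D (adjusted p = 0.735, and adjusted p = 0.938 with an estimated correlation). A call in 2D and none in 3D does not itself test the difference between the cultures, whose median over the list was 0.21 in the interaction. Within batches of 3D cultures the cell adhesion median was 0.022 in batch 1 (47 higher, 42 lower, adjusted p = 0.200) and -0.68 in batch 2 (32 higher, 58 lower, adjusted p = 0.0288), and the adjusted p ranged over 0.0288 to 0.938 over the alternatives. Integrin genes had an adjusted p of 1.95e-06 in 2D (adjusted p = 0.0592 with an estimated correlation) and 4.65e-04 in 3D (adjusted p = 0.457 with an estimated correlation), with 3D medians of -0.67 in batch 1 and -2.55 in batch 2. Desmosome genes had 1.17e-04 in 2D (adjusted p = 0.0592 with an estimated correlation) and 3.18e-05 in 3D (adjusted p = 0.0807 with an estimated correlation), and tight junction genes 8.57e-06 in 3D (0.0339 with an estimated correlation) and 0.259 in 2D. The cadherin list (adjusted p = 0.259 in 2D and 0.799 in 3D) and the immunoglobulin-like list (0.259 and 0.0934) were not called.

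**Figure D3:**
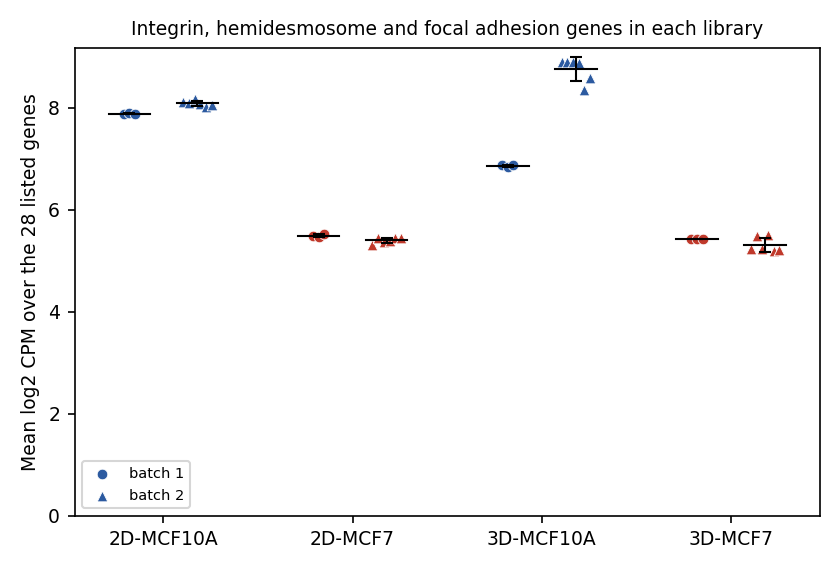
Mean log2 CPM of the integrin, hemidesmosome and focal adhesion list in each library, by condition and batch. Each point is 1 library. In 3D-MCF10A, the 3 libraries of batch 1 average 6.86 and the 6 libraries of batch 2 average 8.75, and MCF7 libraries lie between 5.19 and 5.53.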

Finally, we listed the top 10 Boruta-selected genes characterising mitotic nuclear division and cell adhesion (Fig. 4), to explore gene-level differences and propose future experiments such as gene knockdown protocols to improve the modelling ability of MCF7 and MCF10A.

**Figure 4:**
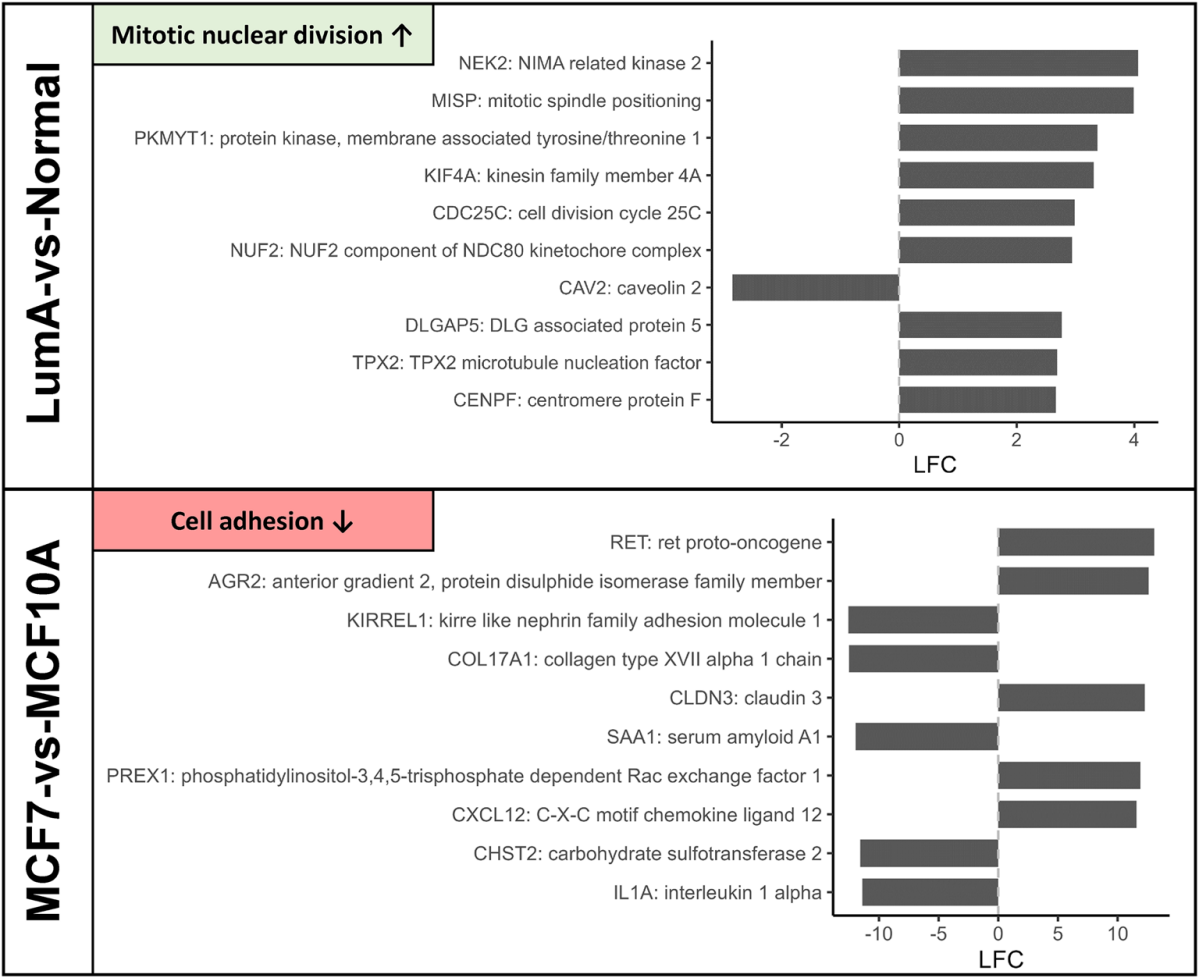
Top Boruta-selected genes which characterise differences in enriched pathways (mitotic nuclear division and cell adhesion) contributing to tumorigenesis in clinical breast tissues and MCF7/MCF10A cell lines respectively. Top panel: Top 10 Boruta-selected genes associated with cancer-related upregulation of mitotic nuclear division in clinical LumA BC compared to normal samples, ranked by absolute LFC (from the TCGA LumA-vs-normal analysis). Bottom panel: Top 10 Boruta-selected genes associated with downregulation of cell adhesion in MCF7 compared to MCF10A, ranked by absolute LFC (from the 3D MCF7-vs-MCF10A analysis).

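Of the 10 cell adhesion genes in Fig. 4, 5 were higher and 5 lower in 3D-MCF7 than in 3D-MCF10A, and each had the same direction in 2D. CLDN3, a tight junction claudin on chromosome 7 from 73768997 to 73770270, was higher in 3D-MCF7 by a log2 fold change of 12.22 (SE 0.26), at 238 ± 34.1 CPM against 0.0370 ± 0.0416 CPM (SD, n = 9), and by 10.49 (SE 0.16) in 2D. PREX1, an exchange factor for Rac on chromosome 20 from 48624252 to 48827999, was higher by 11.55 (SE 0.34) in 3D, at 420 ± 122 CPM against 0.133 ± 0.163 CPM (SD, n = 9), and by 9.90 (SE 0.32) in 2D. CXCL12, a chemokine encoded on chromosome 10 from 44370165 to 44386493, had 3 counts in 3D-MCF10A and 21743 in 3D-MCF7, 6363-fold more (95% counting interval 2177 to 30855), and 2 counts against 8379 in 2D, 3658-fold more (interval 1012 to 30206). SAA1, an acute-phase protein encoded on chromosome 11 from 18266260 to 18269977, was lower in MCF7 in 3D, at 0.0405 ± 0.0645 CPM against 203 ± 129 CPM (SD, n = 9), and had a log2 fold change of -13.79 (SE 0.31) in 2D. IL1A, the cytokine interleukin-1 alpha encoded on chromosome 2 from 112773925 to 112784493, had a log2 fold change of -11.12 (SE 0.32) in 3D. In 2D it had 2 counts in MCF7 and 32785 in MCF10A, 18777-fold fewer (95% counting interval 5198 to 155053). CHST2, a sulfotransferase encoded on chromosome 3 from 143119771 to 143124014, had 0 counts in 3D-MCF7 and 12348 in 3D-MCF10A, at least 4689-fold lower, and 3 counts against 2633 in 2D, 1005-fold fewer (interval 344 to 4878). Coordinates are from GENCODE release 44 on GRCh38. All were called by edgeR's quasi-likelihood test. The study chose these genes on a dataset that held these libraries, so their directions are not independent evidence.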

### Common cancer-related genes across cell lines and clinical samples present opportunities for future cell line-based experimental study of LumA BC

Beyond differences in gene sets, our analyses presented opportunities for future experimental research. In our comparison between cell lines and clinical samples, we further identified 37 genes (Fig. 5a) which were important in distinguishing cancer from normal samples (i.e., selected by Boruta) in both 2D and 3D cultures of MCF7-vs-MCF10A, and clinical samples. Among these 37 genes, we selected 20 genes (Fig. 5b) which were involved in overrepresentation of biological processes dysregulated across the three analyses (Fig. 3b,c). 

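Of the 20 genes in Fig. 5b, 15 were lower and 5 higher in MCF7 than in MCF10A in 2D. In 3D, 14 of 19 were lower and 5 higher, and STAC was too low to be tested. Lower genes included EGFR, the receptor for epidermal growth factor on chromosome 7 of GRCh38 from 55019017 to 55211628, with a log2 fold change of -4.38 (SE 0.064) in 2D and -5.37 (SE 0.20) in 3D. Its level was 602 ± 182 CPM in 3D-MCF10A and 14.5 ± 3.11 CPM in 3D-MCF7 (SD, n = 9). ADRB2, the beta-2 adrenergic receptor, had -8.76 (SE 0.14) in 2D and -10.24 (SE 0.25) in 3D, and TNFRSF10D, a decoy receptor for the death ligand TRAIL, -10.86 (SE 0.16) and -10.33 (SE 0.30). SVEP1, an extracellular matrix protein, had -8.70 (SE 0.19) in 2D and -3.86 (SE 0.31) in 3D. TWIST2, a transcription factor of mesenchymal cells, had 2 counts in 2D-MCF7 and 4320 in 2D-MCF10A, 2474-fold fewer (95% counting interval 685 to 20437), and was at least 1866-fold lower in 3D-MCF7, where it had 0 counts. PLA2G4A, a phospholipase that releases arachidonic acid, had 1 count in 2D-MCF7 and 9153 in 2D-MCF10A, 10484-fold fewer (interval 1881 to 414153), and was at least 1640-fold lower in 3D-MCF7, with 0 counts. STAC had 0 counts in 2D-MCF7 and 1311 in 2D-MCF10A, at least 501-fold lower. In 3D, where it was not tested, STAC had 0 counts in MCF7 and 157 in MCF10A, at least 59.6-fold lower. Higher genes included SPDEF, a transcription factor of luminal epithelium on chromosome 6 from 34537802 to 34556333, by 9.44 (SE 0.19) in 2D and 12.32 (SE 0.28) in 3D, FGD3, an exchange factor for Cdc42, by 10.71 (SE 0.23) and 7.66 (SE 0.25), and SALL4, a transcription factor of stem cells, by 8.05 (SE 0.19) and 7.94 (SE 0.33). PACSIN1, an endocytic adaptor, was higher by 5.50 (SE 0.20) in 2D and at least 629-fold higher in 3D, where MCF10A had 0 counts. GABRE, EGFLAM, RBMS3, B3GNT5, SIRPA, MOB3B and KANK1 were lower as well, with log2 fold changes between -9.06 (EGFLAM) and -3.31 (KANK1) in 2D and between -10.26 (GABRE) and -3.83 (KANK1) in 3D. All were called by edgeR's quasi-likelihood test. The study chose these genes on a dataset that held these libraries, so their directions are not independent evidence.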

We sorted these genes by the average of the LFC values across the three analyses.

**Figure 5:**
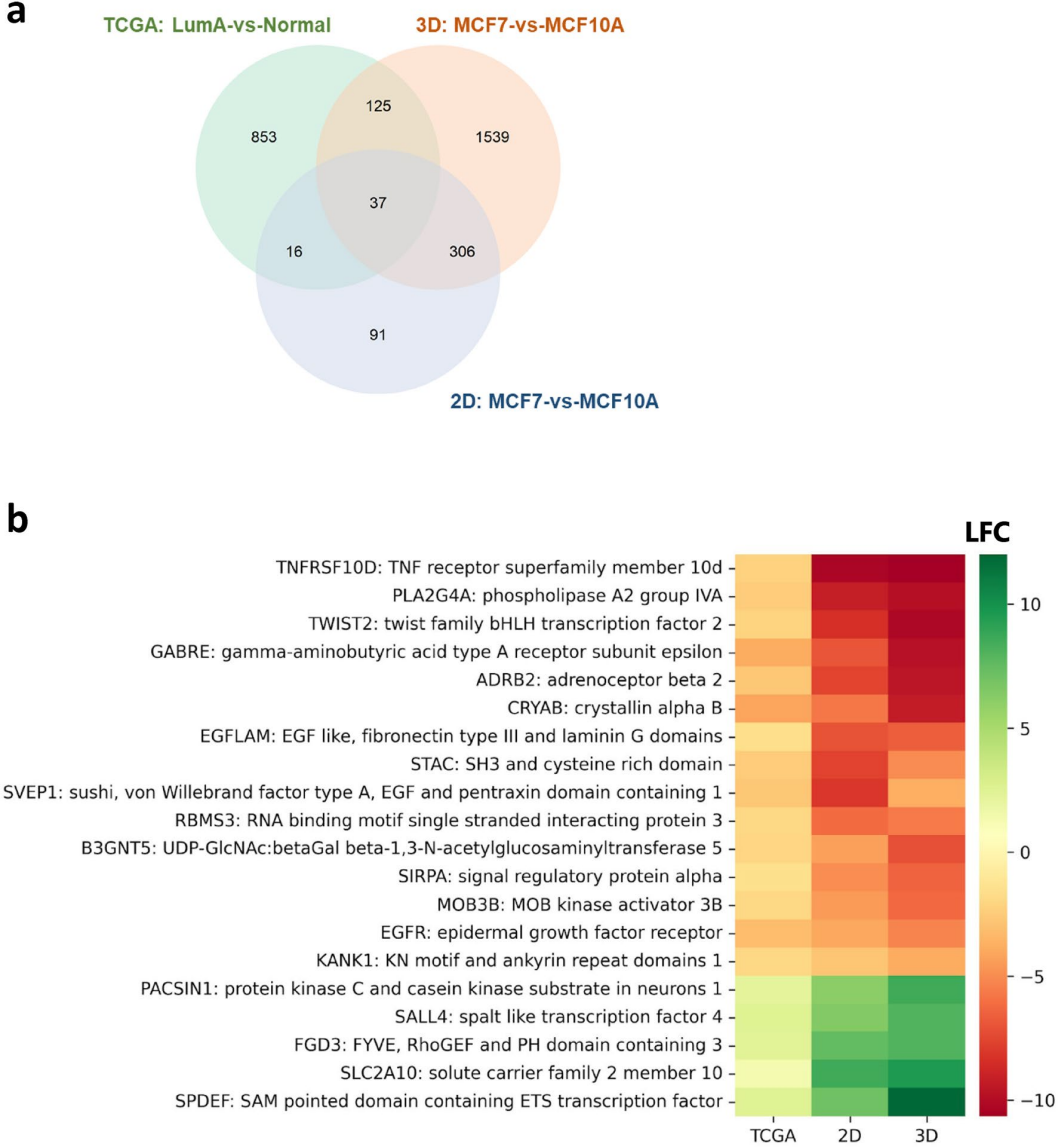
Common cancer-related genes across cell lines and clinical samples. (**a**) Venn diagram showing the number of Boruta-selected genes in each analysis (TCGA: LumA-vs-Normal, 3D: MCF7-vs-MCF10A, 2D: MCF7-vs-MCF10A). 37 genes were selected by Boruta across the three analyses. (**b**) Heatmap of the 20 cancer-related genes which were found to be dysregulated across analyses of 2D and 3D cultures of MCF7-vs-MCF10A cell lines and clinical samples. These genes were sorted by the average LFC across the three analyses. Visualisation was done using the *seaborn* (version 0.11.2) and *matplotlib* (version 3.4.3) Python data visualization libraries.

## Discussion

Our findings suggest that MCF7 and MCF10A were limited in their ability to model LumA BC-related processes, cautioning experimenters about the limited generalisability of these cell line models to real BC. We found low similarity in Boruta-selected genes between cell lines and clinical samples, which suggests that a unique and clinically irrelevant set of genes distinguished MCF7 from MCF10A, compared to the cancer-related genes distinguishing clinical LumA BC from normal breast tissue. Consequently, even when using 3D cultures of MCF7 and MCF10A, researchers may be unable to identify the true set of cancer-relevant genes, and experimental manipulations may end up influencing a set of genes unrelated to clinical BC, leading to wasted time and resources.

### Cancer-related dysregulation of structure development and cell differentiation were effectively modelled in MCF7-vs-MCF10A

However, a further investigation of biological processes identified in each analysis revealed a less pessimistic outlook. Despite the limited similarity in Boruta-selected genes across analyses, these genes were overrepresented for a similar set of processes. For instance, all analyses showed a dysregulation of anatomical structure development. This is consistent with the known loss of structure organisation in BC^70^, characterised by luminal filling of mammary ducts due to unrestricted cell growth^71^, and the findings that developmental pathways are implicated in cancer progression^72,73^. All analyses also showed dysregulation in cell differentiation, consistent with canonical knowledge that cancer cells undergo epithelial-to-mesenchymal transition, a transient state where cells initially dedifferentiate into a mesenchymal phenotype with invasive potential, and subsequently differentiate into various tumour cell types, creating intratumour heterogeneity which facilitates cancer progression and treatment resistance^74–76^. As in the LumA-vs-normal analysis, these patterns of dedifferentiation and differentiation in cancer were correctly represented as dysregulation of cell differentiation in the MCF7-vs-MCF10A analyses.

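Markers of luminal epithelium and estrogen receptor signalling were higher in MCF7, and markers of basal and myoepithelial cells higher in MCF10A, in both cultures. Of 27 luminal markers, 27 were higher in MCF7 in 2D, with a median log2 fold change of 5.68, or 4.40 without genes of at most 3 counts in a group. In 3D, 26 were higher and 1 lower, with a median of 8.64, or 6.29 without such genes. ESR1, the estrogen receptor gene, was higher by 6.45 (SE 0.088) in 2D and 8.86 (SE 0.14) in 3D, at 382 ± 118 CPM in 3D-MCF7 against 0.859 ± 0.465 CPM in 3D-MCF10A (SD, n = 9). PGR, the progesterone receptor gene, was higher by 11.56 (SE 0.22) and 12.09 (SE 0.34), GATA3, a luminal transcription factor, by 5.68 (SE 0.089) and 6.21 (SE 0.15), and FOXA1, a pioneer factor for the estrogen receptor, by 3.34 (SE 0.078) and 8.75 (SE 0.30). Of 22 basal markers, 19 were lower in MCF7 and 2 higher in 2D (median -3.80), and 19 were lower and 3 higher in 3D (median -4.90). The basal keratin genes KRT5 and KRT14 had -12.96 (SE 0.35) and -12.53 (SE 0.28) in 2D and -14.71 (SE 0.66) and -13.04 (SE 0.91) in 3D, and TP63, a transcription factor of basal cells, -3.84 (SE 0.27) and -5.63 (SE 0.32). Of 16 regulators of epithelial-mesenchymal transition, 6 were higher and 8 lower in 2D (median -0.68, camera direction up). In 3D, 8 were higher and 8 lower (median -0.78, or 1.42 without the 1 member that had 0 counts in a group). VIM had -9.25 (SE 0.23) in 2D and -10.50 (SE 0.82) in 3D. In 3D-MCF10A, VIM and KRT14 were far lower in batch 1 than in batch 2, so their 3D values average over unlike levels. Of epidermal keratinisation genes, 14 of 20 were lower and 5 higher in 2D (median -4.15), and 8 of 17 were higher and 6 lower in 3D (median 0.67). In camera, the luminal list had an adjusted p of 2.27e-19 in 2D and 3.88e-27 in 3D (9.67e-05 and 0.00170 with an estimated correlation), and the basal list 3.6e-08 in 2D (4.81e-04 with an estimated correlation) and 3.18e-05 in 3D (adjusted p = 0.357 with an estimated correlation). Regulators of epithelial-mesenchymal transition were not called (adjusted p = 0.890 in 2D and 0.857 in 3D). The list pools mesenchymal genes such as VIM with epithelial genes such as CDH1, which can cancel, so this does not speak against such a transition. Keratinisation genes were called in 2D (adjusted p = 0.00369, adjusted p = 0.404 with an estimated correlation) and not in 3D (adjusted p = 0.857), with 3D medians of 1.04 in batch 1 and -1.47 in batch 2. The counts in these lists were the same when adjusted over the list alone. Within batches of 3D cultures the basal median was -3.06 in batch 1 and -5.61 in batch 2.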

### 3D cultures of MCF7-vs-MCF10A were superior LumA BC models to 2D cultures, but neither were highly accurate

The 3D MCF7-vs-MCF10A analysis shared more common Boruta-selected genes and enriched gene sets with the LumA-vs-normal analysis compared to the 2D MCF7-vs-MCF10A analysis, suggesting that 2D cultures did not add any value as a model above 3D cultures. The restrictions of monolayer organisation and flat cell morphology in 2D cultures may be responsible for diminished transcriptional patterns^27,77^, resulting in an attenuated set of biological processes differentiating MCF7 from MCF10A. 

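The difference between MCF7 and MCF10A changed with the culture for many genes, in both directions. Of 15101 genes, 7457 had a called difference between cultures, 3381 with a higher MCF7-to-MCF10A ratio in 3D than in 2D and 4076 with a lower one. Among genes tested in both cultures, 51.4% had a larger absolute log2 fold change in 3D, and the median absolute log2 fold change was 0.80 in 2D and 0.84 in 3D. Cholesterol synthesis genes shifted towards MCF7 in 3D, 21 of 23 with 0 the other way (median log2 difference 1.45), among them HMGCS1, which makes the precursor of mevalonate, by 2.80 (SE 0.16). In 2D, 16 were lower in MCF7 and 5 higher (median -0.51), and in 3D 12 were higher and 4 lower (median 0.47). Interferon response genes shifted the same way, 22 of 25 with 0 the other way (median 2.99, 23 when adjusted over the list alone), among them IFI27 by 6.74 (SE 0.47). In 2D, 17 were lower in MCF7 and 5 higher (median -1.30, 6 higher over the list alone), and in 3D 19 were higher and 3 lower (median 2.06). Tight junction genes shifted by a median of 1.14 (14 of 19, 1 the other way), with CLDN4, a claudin, by 5.73 (SE 0.23) and OCLN, which encodes occludin, by 5.02 (SE 0.19). Keratinisation genes shifted by 3.96 (13 of 23, 2 the other way or 3 over the list alone, and 3.06 without low-count genes), with KLK7, a protease of shed skin cells, by 9.76 (SE 0.44). Inflammatory genes shifted by 2.26 (16 of 27, 2 the other way or 3 over the list alone, and 0.97 without low-count genes), with LIF by 7.79 (SE 0.40). Luminal markers shifted by 1.18 (17 of 27, 1 the other way), with FOXA1 by 5.35 (SE 0.29). MUC1, a mucin listed among the mammary secretory markers and not among the luminal ones, shifted by 4.85 (SE 0.32). SNAI2, a transcription factor of epithelial-mesenchymal transition, shifted towards MCF10A, by -6.18 (SE 0.36). In its list, 8 of 16 genes shifted towards MCF7 and 6 towards MCF10A. That list pools mesenchymal genes such as SNAI2 and VIM with epithelial genes such as CDH1 and EPCAM. Its median and counts therefore give no direction of the transition. In camera on the interaction of line and culture, each of these lists was called, also with an estimated correlation (adjusted p of 0.0335 for cholesterol synthesis, 0.00834 for interferon response, 4.1e-04 for tight junctions, 0.0266 for keratinisation, 0.0486 for the inflammatory response and 0.0429 for luminal markers). For cholesterol synthesis the line difference had an adjusted p of 0.0462 in 2D (adjusted p = 0.673 with an estimated correlation) and 0.223 in 3D, and for interferon response 0.0862 in 2D and 0.00584 in 3D (adjusted p = 0.384 with an estimated correlation). Within batches 1 and 2, the median shift was 2.91 and 1.89 for inflammatory genes, 2.22 and 1.06 for luminal markers and 7.16 and 1.66 for keratinisation.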

Our findings support the notion that 3D culture systems are superior models to 2D cultures^78^.

Nonetheless, we found that neither the 3D nor 2D analyses accurately represented LumA BC. The 2D MCF7-vs-MCF10A analysis missed half of the cancer-related processes seen in the LumA-vs-normal analysis, suggesting that it was unable to fully capture the complex processes in LumA BC. While the analysis for 3D cultures may have captured most of the processes in LumA-vs-normal, there were 12 additional significant gene sets being highlighted. This suggests that 3D models may lead experimenters to identify many spurious processes which are rare or non-existent in clinical BC, possibly reducing the validity of studies using 3D cultures. Few other studies have investigated whether 3D cultures introduce false positives. Specifically, 3D cultures of MCF10A was found to express markers which were absent in typical breast tissue^9^, further supporting the observation that 3D culture systems introduced changes to cellular processes which differ from breast tissue in vivo. Future work should be done to confirm and understand the elements of 3D cultures that cause cell lines to present spurious processes.

### MCF7-vs-MCF10A comparisons failed to model the cancer-related increase in mitotic nuclear division in LumA-vs-normal

The ability to sustain proliferative signalling is a hallmark of cancer^79^. Therefore, a successful model of cancer should display upregulation in processes related to cell cycle progression. Mitotic nuclear division represents a key step in cell cycle progression^80^. We found that LumA tumours showed greater nuclear division activity compared to normal samples, but MCF7 did not differ in nuclear division compared to MCF10A samples. This suggests that cell lines were unable to accurately model cancer-related cell cycle dysregulation. A possible reason is that both MCF10A and MCF7 were immortalised^10,11^. Immortalisation entails the impairment of cell cycle checkpoints and oncogenic changes^81^, much like cancer cells. Both MCF10A and MCF7 displayed comparable abilities in recovering from cell cycle arrest^82^, suggesting similarities between these immortalised cell lines in cell cycle regulation. Therefore, the cancer-related increase in nuclear division may have been confounded by the immortalisation-related upregulation of nuclear division in MCF10A. 

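Most genes of mitotic nuclear division were lower in spheroids than in monolayers, in MCF10A and in MCF7. From 2D to 3D, 59 of 60 genes fell in MCF10A and 0 rose, with a median log2 fold change of -3.23. In MCF7, 55 fell and 2 rose, with a median of -0.43 (56 fell when adjusted over the list alone). DLGAP5, a spindle assembly factor, fell in MCF10A by 4.35 (SE 0.63) on the log2 scale, from 75.7 ± 15.2 CPM in 2D to 4.93 ± 4.68 CPM in 3D (SD, n = 9). KIF20A, a kinesin of cytokinesis, fell by 4.23 (SE 0.52) and CDC20, which activates the anaphase-promoting complex, by 4.22 (SE 0.61). In MCF7, CDC20 fell by 0.81 (SE 0.12), from 95.5 ± 10.7 to 54.4 ± 12.5 CPM (SD, n = 9), and HJURP, the chaperone that loads CENPA at centromeres, by 0.90 (SE 0.062). The mean log2 CPM of the list was 6.04 ± 0.18 in 2D-MCF10A, 6.16 ± 0.12 in 2D-MCF7, 5.72 ± 0.083 in 3D-MCF7 and 2.86 ± 0.98 in 3D-MCF10A (SD, n = 9). DNA replication genes fell as well, 38 of 38 in MCF10A (median -1.90) and 34 of 38 in MCF7, where 1 rose (median -0.44). Mitochondrially encoded genes took a median of 21.6% of the counts in batch 1 and 4.39% in batch 2 of 3D-MCF10A, against 7.38% and 2.51% in 2D-MCF10A, 13.2% and 3.19% in 3D-MCF7 and 4.59% and 2.02% in 2D-MCF7. Against all other genes, the mitotic list had a camera adjusted p of 6.33e-31 in MCF10A (adjusted p = 0.211 with an estimated correlation) and 5.65e-15 in MCF7 (adjusted p = 0.0940 with an estimated correlation). The DNA replication list had 1.78e-18 in MCF10A (adjusted p = 0.130 with an estimated correlation) and 1.76e-10 in MCF7 (adjusted p = 0.167 with an estimated correlation). In 3D-MCF10A the mean log2 CPM of the mitotic list was 1.63 ± 0.11 in batch 1 (SD, n = 3) and 3.47 ± 0.42 in batch 2 (SD, n = 6), and its median log2 fold change from 2D to 3D was -4.59 and -2.54. MCF10A spheroids received 5 ng/ml EGF and 2% horse serum, against 20 ng/ml and 5% in monolayers. The fall in MCF10A cannot be told apart from this change of medium or from the harvest on day 16. With all 36 libraries in one fit, CDC20 in MCF7 had an adjusted p of 0.0765 in edgeR (1.3e-11 to 0.0765 over the alternatives).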

Since MCF10A displayed similar upregulation of nuclear division to tumourigenic MCF7, no cancer-related upregulation of mitotic nuclear division was observed in the MCF7-vs-MCF10A comparison.

Our findings are different but not inconsistent with past studies’ findings that cell cycle processes tend to be upregulated in cell lines compared to primary tumours (Table 1). While these studies merely described that cell lines have greater proliferative potential than primary tumours, we found that the immortalisation of cell lines confounded the assessment of cancer-related cell cycle dysregulation, providing a direct commentary on cell line-based cancer-modelling.

MCF7 and MCF10A have been used to understand mechanisms of cell cycle regulation in BC^83,84^. Given that cell cycle pathways are affected by immortalisation, it becomes difficult to determine whether an experimental manipulation affects cancer-related or immortalisation-related cell cycle pathways, weakening the generalisability of these studies to clinical BC. To address the potential confounding influence of immortalisation, experimenters could perform gene knockdowns of mitotic nuclear division-related genes (Fig. 4; top panel) in cell lines to reverse some of the effects of immortalisation prior to experimental manipulation. For instance, *NEK2*, *MISP* and *PKMYT1* are nuclear division-related genes known to be overexpressed in BC^85–87^. These genes should not be similarly overexpressed in non-tumourigenic breast models (like MCF10A). Silencing of these genes may help experimenters create experimental models that better represent non-cancerous tissue.

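NEK2, MISP and PKMYT1 were each higher in MCF7 than in MCF10A in 3D, and in 2D NEK2 was lower in MCF7. NEK2, a kinase of centrosome separation on chromosome 1 of GRCh38 from 211658657 to 211675630, had 16.5 ± 1.41 CPM in 3D-MCF7 and 5.28 ± 4.09 CPM in 3D-MCF10A (SD, n = 9), a log2 fold change of 2.15 (SE 0.47). In 2D it had 17.5 ± 2.40 CPM in MCF7 and 56.9 ± 13.0 CPM in MCF10A (SD, n = 9), a log2 fold change of -1.68 (SE 0.064). MISP, an actin-bundling protein of mitotic spindle positioning encoded on chromosome 19 from 751112 to 764318, was higher in MCF7 by 3.74 (SE 0.16) in 3D and 0.83 (SE 0.077) in 2D. It had 66.4 ± 10.8 CPM in 2D-MCF10A and 5.77 ± 2.64 CPM in 3D-MCF10A (SD, n = 9). PKMYT1, a kinase that inhibits entry into mitosis, encoded on chromosome 16 from 2968024 to 2980479, was higher in MCF7 by 3.85 (SE 0.54) in 3D and 0.73 (SE 0.09) in 2D. It had 40.3 ± 14.6 CPM in 2D-MCF10A and 5.73 ± 4.74 CPM in 3D-MCF10A (SD, n = 9). The difference between cultures was called for NEK2 (log2 difference 3.44, SE 0.50), MISP (2.86, SE 0.20) and PKMYT1 (2.75, SE 0.50), with adjusted p of 7.93e-07, 8.57e-14 and 2.72e-05 from edgeR's interaction test. Of the 10 mitotic genes in Fig. 4, 9 were higher and 1 lower in 3D-MCF7. The lower gene was CAV2, a caveolin (log2 fold change -3.57, SE 0.26). In 2D, 5 were higher and 4 lower in MCF7, and CDC25C, the phosphatase that triggers mitosis, was not called (log2 fold change 0.024, SE 0.077, adjusted p = 0.771 in edgeR). NUF2, a kinetochore protein, and CENPF, a centromere protein, were lower in 2D-MCF7 (-0.36, SE 0.073, and -1.09, SE 0.12) and higher in 3D-MCF7 (2.92, SE 0.32, and 2.12, SE 0.44). The study chose the mitotic genes of Fig. 4 from tumours and normal samples, which were not analysed here. Mean NEK2 in 3D-MCF10A was 0.565 CPM in batch 1 and 7.64 CPM in batch 2, and mean PKMYT1 0.112 and 8.54 CPM. In one fit of all 36 libraries, the 2D differences of KIF4A, NUF2, DLGAP5 and TPX2 were not called (adjusted p of 0.189, 0.124, 0.633 and 0.692 in edgeR, with ranges over the alternatives of 3.44e-19 to 0.189, 1.15e-05 to 0.124, 5.23e-05 to 0.633 and 2.43e-05 to 0.692).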

### MCF7-vs-MCF10A overstated the downregulation of cell adhesion compared to clinical BC

Our findings indicated that MCF7 showed downregulated cell adhesion compared to MCF10A samples, but cell adhesion was not dysregulated in LumA tumours compared to normal samples. This finding was consistent with literature reporting decreased cell adhesion in cancer cell lines compared to tumours (Table 1). Given that the MCF7 cell line was derived from a pleural effusion from a late-stage metastatic BC^88^, the observed downregulation of cell adhesion may have been an artefact of using a cell line of metastatic origin. The loss of cell adhesion-related functions allows detachment from the primary tumour, promoting metastasis^89^. In contrast to MCF7’s metastatic origin, only 1.4% of the LumA samples in the TCGA dataset had been diagnosed as metastatic. Unlike metastatic cells, many primary tumours may retain normal cell adhesion functions, enabling collective cell migration in tumour invasion and facilitating intercellular interactions with other cancer and stromal cells^90,91^. Therefore, cell adhesion processes were intact in the mostly non-metastatic TCGA dataset, but downregulated in the MCF7-vs-MCF10A comparison due to MCF7’s metastatic lineage. Another possible reason is that the standard of care for luminal tumours involves endocrine therapy^92^. The patients in the TCGA were likely treated with anti-estrogen therapy. ER inhibitors like tamoxifen had been shown to restore cell–cell adhesion, reducing tumour invasion^93^. Consequently, this may have recovered cell adhesion in TCGA LumA samples.

To address the differences in cell adhesion due to the metastatic lineage of MCF7 compared to LumA tumours, researchers could use techniques like CRISPR/Cas9-mediated gene activation^94^ or RNA interference-based translational silencing^95^. Candidate cell adhesion-related genes (Fig. 4; bottom panel) for activation include *KIRREL1*, which is known to be overexpressed in BC^96^, and *COL17A1*, whose underexpression is associated with metastatic tumours^97^. 

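KIRREL1 and COL17A1 were both lower in MCF7 than in MCF10A in both cultures. KIRREL1, an adhesion molecule of the immunoglobulin family, lies on chromosome 1 of GRCh38 from 157993273 to 158100262. It had 1 count over the 9 libraries of 3D-MCF7 and 30210 over the 9 of 3D-MCF10A, a ratio of 34412 (95% counting interval 6176 to 1359260), and 1 count against 30442 in 2D, a ratio of 34870 (interval 6258 to 1377330). Its level in MCF10A was 163 ± 100 CPM in 3D and 134 ± 11.6 CPM in 2D (SD, n = 9), and its 3D mean was 44.6 CPM in batch 1 and 223 CPM in batch 2. COL17A1, a transmembrane collagen of hemidesmosomes, lies on chromosome 10 from 104031286 to 104085880. It had 0.772 ± 0.593 CPM in 3D-MCF7 and 3850 ± 1587 CPM in 3D-MCF10A (SD, n = 9), a log2 fold change of -12.29 (SE 0.55, adjusted p = 3.55e-13 in edgeR). The 3D value of COL17A1 was -10.35 in batch 1 alone and -13.56 in batch 2 alone. In 2D it had 0.226 ± 0.205 CPM in MCF7 and 604 ± 150 CPM in MCF10A (SD, n = 9), a log2 fold change of -11.05 (SE 0.26, adjusted p = 7.21e-18 in edgeR). The study chose both genes on a dataset that held these libraries, so their direction is not independent evidence.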

Activating these genes may increase resemblance of MCF7’s gene expression profile to that of LumA tumours. Candidate cell adhesion-related genes for suppression include *RET*, which has no known prognostic significance in ER-positive BC^98^, and *AGR2*, whose overexpression is associated with metastasis rather than typical LumA BC, and is known to be inhibited by estrogen inhibitor therapy^99^. 

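RET and AGR2 were higher in MCF7 than in MCF10A in both cultures. RET, a receptor tyrosine kinase encoded on chromosome 10 of GRCh38 from 43077064 to 43130351, had 259 ± 57.9 CPM in 3D-MCF7 and 0.0130 ± 0.0287 CPM in 3D-MCF10A (SD, n = 9), a log2 fold change of 13.41 (SE 0.29, adjusted p = 1.58e-17 in edgeR). In 2D the log2 fold change was 12.69 (SE 0.20, adjusted p = 1.22e-21 in edgeR). The 3D value of RET was 12.21 in batch 1 alone and 15.62 in batch 2 alone, and its size depends on a level near 0 in 3D-MCF10A. AGR2, a protein disulfide isomerase of the endoplasmic reticulum encoded on chromosome 7 from 16791811 to 16833433, had 481 ± 144 CPM in 3D-MCF7 and 0.0845 ± 0.0884 CPM in 3D-MCF10A (SD, n = 9), a log2 fold change of 12.31 (SE 0.25, adjusted p = 7.3e-18 in edgeR). In 2D it had 165 ± 27.0 CPM in MCF7 and 1.40 ± 1.24 CPM in MCF10A (SD, n = 9), a log2 fold change of 6.84 (SE 0.29, adjusted p = 1.3e-13 in edgeR). The difference of AGR2 between the lines was larger in 3D than in 2D by 5.18 on the log2 scale (SE 0.48, adjusted p = 5.57e-11 from the interaction test in edgeR). The study chose RET and AGR2 on a dataset that held these libraries, so their direction is not independent evidence.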

The absence of estrogen inhibitor-affected Boruta-selected genes like *AGR2* in the LumA-vs-normal analysis further supports the conjecture that endocrine therapies resolved the dysregulation of cell adhesion-related genes in clinical samples. To further address the differences in cell adhesion due to treatment effects in clinical samples, cell lines modelling post-treatment LumA cancers could be cultured in tamoxifen-treated media, better modelling tumour behaviour under endocrine therapy exposure.

### Opportunities for future cell line-based experimental study of LumA BC

With the compilation of RNA-seq data from the ARCHS4 and TCGA repositories to augment our RNA-seq dataset, we presented a list of putative biomarkers (Fig. 5b) which exhibited concordance in tumour progression for both clinical breast tissues and cell lines.

We could also use this list of genes to pursue more specific questions of interest. For example, to understand the cancer-related morphogenic changes underlying BC, experimenters may be interested in understanding gene expression differences related to extracellular matrix organisation. Among the genes in Fig. 5b, the top shared gene (by average absolute LFC) involved in extracellular matrix organisation was *SLC2A10*. This gene had been demonstrated to be upregulated in clinical BC^100^. *SLC2A10* encodes GLUT10, a facilitative glucose transporter whose role in cancers remains unclear^101,102^. Downregulation of *SLC2A10* is tied to destabilisation of the extracellular matrix via deficiencies in ascorbic acid processing which are cofactors facilitating collagen and elastin production^103^, and impaired cardiovascular morphogenesis via alterations in respiration and TGFβ signalling^104^. However, less is known about the implications of *SLC2A10* overexpression in cancer. 

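SLC2A10, which encodes the glucose transporter GLUT10, lies on chromosome 20 of GRCh38 from 46709649 to 46736347 and was higher in MCF7 than in MCF10A in both cultures. In 2D, SLC2A10 had 72.7 ± 24.1 CPM in MCF7 and 0.0636 ± 0.0749 CPM in MCF10A (SD, n = 9), a log2 fold change of 9.92 (SE 0.20, adjusted p = 3.08e-20 in edgeR). In 3D, SLC2A10 had 158 ± 16.9 CPM in MCF7 and 0.248 ± 0.157 CPM in MCF10A (SD, n = 9), a log2 fold change of 9.34 (SE 0.27, adjusted p = 6.76e-16 in edgeR). Over the 9 MCF10A libraries of each culture, SLC2A10 had 15 counts in 2D and 52 in 3D. The study chose SLC2A10 on a dataset that held these libraries, so its direction is not independent evidence.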

The consistent overexpression of *SLC2A10* in cell lines relative to clinical samples suggest that it is possible to further investigate the role of *SLC2A10* overexpression using MCF7 and MCF10A. Future studies could further explore the role of this gene in cancer using experimental cell lines, to better understand its implications on extracellular matrix organisation in cancer cells compared to normal cells.

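CRYAB, on chromosome 11 of GRCh38 from 111908564 to 111923722, encodes the small heat-shock protein alpha-B crystallin and was lower in MCF7 than in MCF10A in both cultures. In 2D, CRYAB had 0.0945 ± 0.118 CPM in MCF7 and 4.74 ± 0.896 CPM in MCF10A (SD, n = 9), a log2 fold change of -5.45 (SE 0.33, adjusted p = 2.54e-12 in edgeR). In 3D, CRYAB had 0.0574 ± 0.0721 CPM in MCF7 and 45.0 ± 43.1 CPM in MCF10A (SD, n = 9), a log2 fold change of -9.46 (SE 0.49, adjusted p = 2.34e-12 in edgeR). The difference between the lines was larger in 3D, by -3.46 on the log2 scale (SE 0.82, adjusted p = 6.58e-04 from the interaction test in edgeR). CRYAB in 3D-MCF10A averaged 101 ± 14.1 CPM in batch 1 (SD, n = 3) and 17.1 ± 9.36 CPM in batch 2 (SD, n = 6). In batch 2 alone the difference between cultures was -2.10 and was not called (adjusted p = 0.153 in edgeR, 4.52e-06 to 0.153 over the alternatives). The study chose CRYAB on a dataset that held these libraries, so its direction is not independent evidence.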

To further explore cytoskeleton organisation, researchers could analyse *CRYAB*, which was the top cancer-related gene associated with cytoskeleton organisation in the analyses of 2D and 3D cultures of cell lines and clinical samples. *CRYAB* encodes a small heat-shock protein associated with maintaining cytoskeletal integrity under stresses to the cytoskeleton^105^, possibly by reducing the aggregation of F-actin^106^. Studies on *CRYAB* expression in BC were mixed. While *CRYAB* was overexpressed and associated with poorer prognosis in the basal BC subtype and metastasis^107–109^, *CRYAB* was shown to be strongly downregulated in all BC subtypes^110^. Interestingly, separate clusters of BC samples were identified to be varying in *CRYAB* expression, where *CRYAB* tended to be less expressed in ER-positive BC but more expressed in ER-negative BC^111^, suggesting a subtype-specific gene expression pattern in *CRYAB*. While the tumour-suppressive roles of *CRYAB* in LumA BC are less well-established, *CRYAB* has been shown to reduce progression in nasopharyngeal cancers by associating with membrane-bound β-catenin, preventing the release of β-catenin into the cytoplasm, thereby suppressing the oncogenic abilities of β-catenin by preventing it from interacting with complexes to facilitate transcription of genes involved in tumour progression^112^. MCF7 and MCF10A cell lines may be useful models to resolve the mixed findings of *CRYAB* expression in cancers and better understand the mechanisms underlying *CRYAB* in BC. Given how its underexpression in LumA BC was consistently reflected in both cell lines and clinical samples, future work could use MCF7 cell lines to examine the roles of *CRYAB* in LumA BC, such as via gene activation protocols. There is a need for such studies to identify downstream effects of *CRYAB* expression, identify *CRYAB*’s tumour-suppressive role in LumA BC, and better determine whether *CRYAB* is an effector in cytoskeletal organisation or disorganisation.

### Limitations and future work

Our cell line dataset was a collection of independent experiments with varying culture and sequencing protocols. Specifically, in the ARCHS4 data, many MCF7 samples were obtained from different experiments from the MCF10A samples. Despite our attempts to remove cancer-unrelated variation, batch effects may still exist. Nonetheless, our study aimed to look at the broad cancer-related processes distinguishing cell line models from clinical samples and was able to capture the general differences between analyses of clinical samples and cell lines irrespective of remaining batch effects.

Deriving biological meaning from manually curated GO annotations also provides a limited view of tissue-specific functions. It would be worthwhile to seek an alternative method to impute knowledge for uncovering unannotated biological processes for less studied genes.

BCs exhibit high intra-tumour heterogeneity consisting of different cell subpopulations, genetic heterogeneity and mixed morphologies^113–115^. Moreover, cell subpopulations have important implications on treatment efficacy. For instance, studies have found that tumour-associated macrophages are related to worse prognoses^116^ while tumour-infiltrating lymphocytes are associated with good prognoses^117^. These effects of intratumoral heterogeneity cannot be elucidated directly with bulk RNA-seq data. Future work could collate single cell RNA-seq data to compare specific cell subpopulations between tumours and cell lines. This would allow us to answer more specific questions, such as whether cell lines preferentially model certain cellular subpopulations or whether intratumoral heterogeneity in clinical samples introduces complexity that cannot be modelled in cell lines.

Furthermore, our 3D culture dataset was limited in size compared to the other datasets. There are also various sophisticated 3D culture systems which better model tumour-stromal interactions such as co-cultures with other cell types^118^ and vascularised systems^119^, which were not represented in this study. Hence, the list of cancer-related genes and gene sets identified may not generalise well to the full range of 3D culture technology. As 3D culture systems gain popularity, there might be more available data in future which can be used to determine the key cancer-related processes more reliably in 3D MCF7-vs-MCF10A. Future work could amass a larger dataset and further consider the differences between 3D culture techniques, to better assess the modelling capacity of MCF7 and MCF10A.

Finally, our study focused on MCF7 and MCF10A, among the many available BC and non-tumourigenic cell lines. However, our method is scalable and can be easily extended to RNA-seq data mined for other cell lines. Future work can consider expanding implementation to other BC cell lines to obtain a comprehensive idea of the overall representativeness of cell line models to clinical BC data and assist cell line selection in experimental studies by ranking cell lines by similarities in cancer-related processes to relevant breast tissues.

## Supplementary Information

Supplementary Information.

Supplementary Table 2.

Supplementary Table 3.

## Data Availability

RNA-seq data performed in this study for the 2D and 3D cultures of MCF10A and MCF7 were deposited at Gene Expression Omnibus (GEO) repository as GEO Series record GSE208731.

## Abbreviations

2D: Two-dimensional
3D: Three-dimensional
ARCHS4: All RNA-seq and ChIP-seq sample and signature search
BC: Breast cancer
CPM: Counts per million
FDR: False discovery rate
ER: Estrogen receptor
GDC: Genomic data commons
GEO: Gene expression omnibus
GO: Gene Ontology
LFC: Log_2_-fold change
LumA: Luminal A
ORA: Overrepresentation analysis
PC: Principal component
PCA: Principal component analysis
PCA-UMAP: UMAP projection of principal components
RFC: Random forest classifier
SMOTE: Synthetic Minority Oversampling Technique
TCGA: The Cancer Genome Atlas
TCGA-BRCA: The Cancer Genome Atlas Breast Invasive Carcinoma
TMM: Trimmed mean of M-values
UMAP: Uniform Manifold Approximation and Projection

# Supplementary material for: Transcriptomics indicate nuclear division and cell adhesion not recapitulated in MCF7 and MCF10A compared to luminal A breast tumours
**Source:** Sci Rep. 2022 Dec 3;12:20902. doi: 10.1038/s41598-022-24511-z
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplementary data

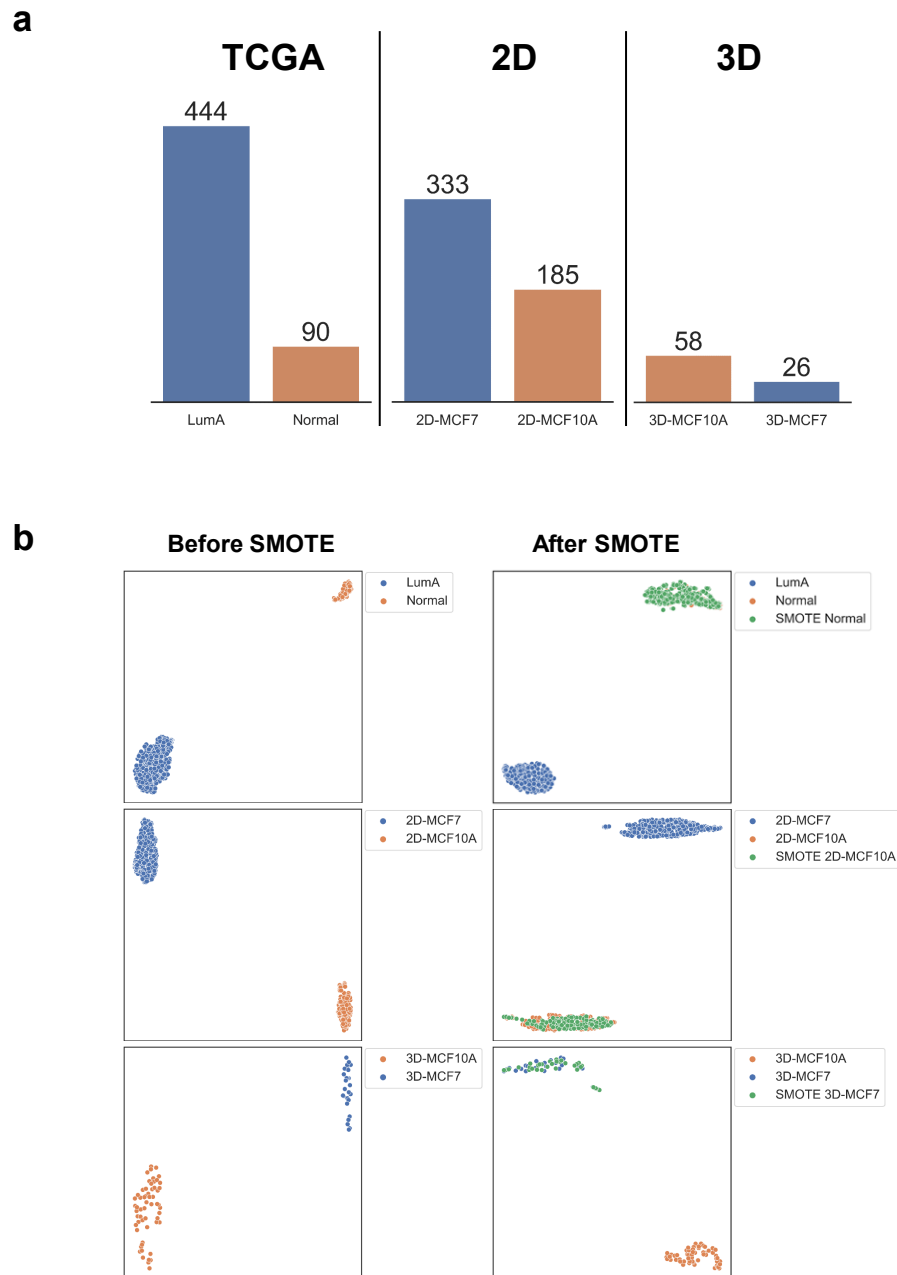

Figure S1. SMOTE oversampling. (a) The number of samples in each class after train-test split in the TCGA (left panel), 2D culture (middle panel), and 3D culture (right panel) training datasets, respectively. (b) Two-dimensional PCA-UMAP plots of the training set before and after SMOTE for TCGA (top panel), 2D culture (middle panel) and 3D culture (bottom panel) datasets, respectively.

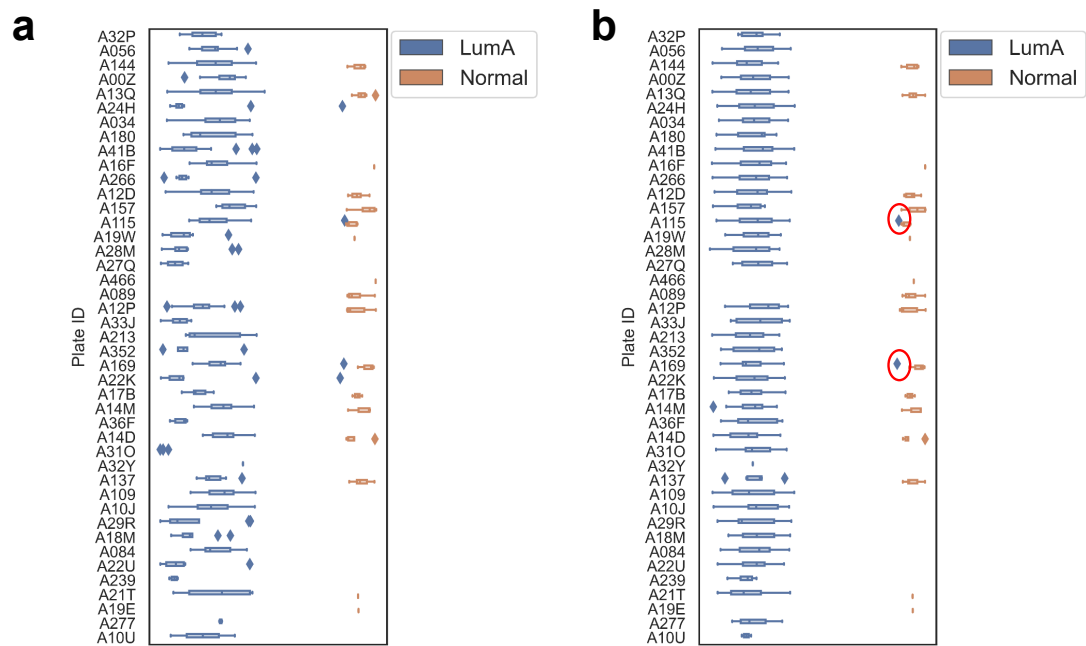

Figure S2. One-dimensional PCA-UMAP projections of TCGA samples as a boxplot (a) before and (b) after batch correction (with outlier samples circled in red).

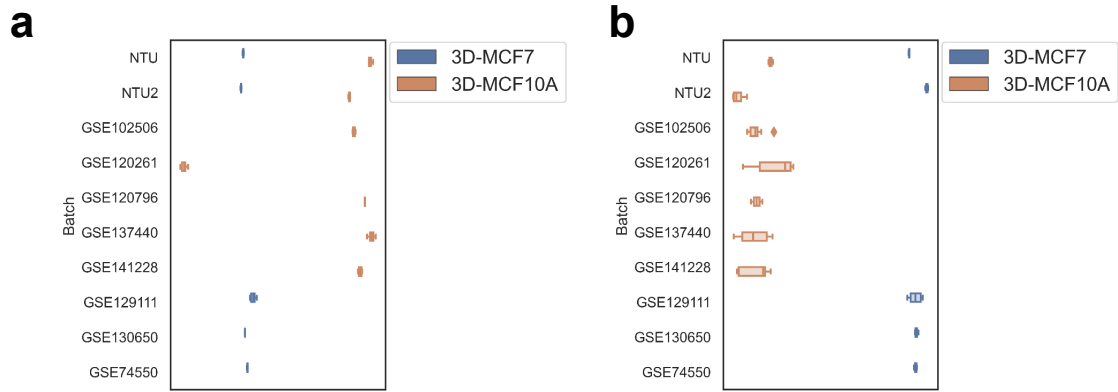

Figure S4. One-dimensional PCA-UMAP projections of 3D culture samples as boxplots (a) before and (b) after batch correction.

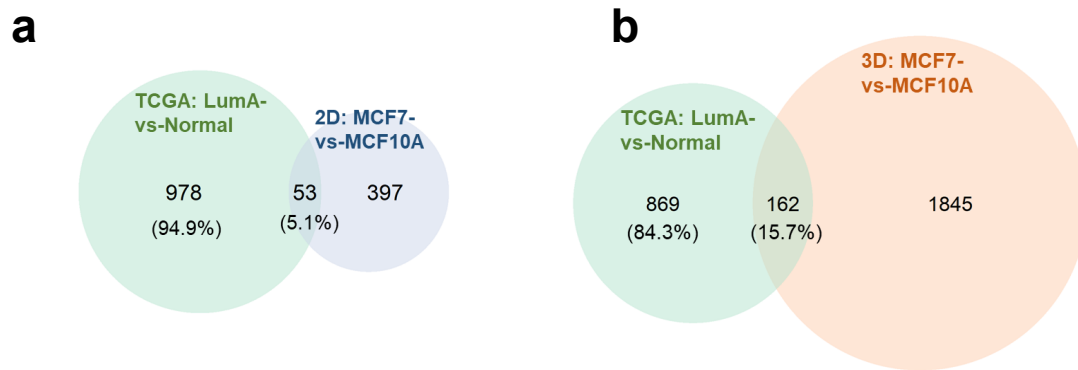

Figure S5. Comparison of the number of shared and unique Boruta-selected genes between the (A) LumA-vs-normal and 2D MCF7-vs-MCF10A analyses, and (B) LumA-vs-normal and 3D MCF7-vs-MCF10A analyses. The percentage of Boruta-selected genes in the LumA-vs-normal analysis shared in the MCF7-vs-MCF10A analyses are listed in parentheses.

Supplementary Table 1: Hyperparameters tested in model tuning

Hyperparameter	Description	Values Tested
max_samples	Maximum percentage of the sample size used in bootstrap sampling for each tree in the random forest. “None” entails using 100% of the sample size for bootstrap sampling.	0.5, 0.75, None ^a
criterion	Criteria used to measure the quality of each split in the decision tree and decide how to split the tree.	Gini ^a , Entropy
max_features	Number of features considered when deciding each split. The “auto” setting entails using the square root of the total number of features.	0.005, 0.05, auto ^a , 0.1
max_depth	Maximum number of splits allowed in each tree of the random forest. The “None” setting entails allowing trees to grow until splits result in pure nodes.	3, 5, 7, None ^a

^a Optimal parameter (determined from model tuning) used in the RFCs in all three analyses.

Supplementary Table 2: Sample information of 2D and 3D MCF7/MCF10A datasets in this study and curated GEO datasets used for analysis with outliers removed. The two RNA-seq batches performed in this study are labelled under GEO record GSE208731.

Supplementary Table 3: Sample information of curated TCGA datasets used for analysis with outliers removed.

How the deposited data were processed for this re-analysis (not part of the article)

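Gene expression was measured by RNA-seq in MCF7 and MCF10A cells grown as monolayers (2D) and as spheroids on Matrigel (3D), with 9 libraries in each of the 4 conditions, 3 from batch 1 and 6 from batch 2. Batch 1 was sequenced with single-end reads on a BGISEQ instrument and batch 2 with paired-end reads on a NovaSeq instrument. The submitters' processing notes name Kallisto (version 0.46.0), with which the authors pseudo-aligned the reads before tximport summed the estimated counts to genes. The deposited values are these estimated counts, as whole numbers, 1 column per library, not scaled for depth.

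The deposited table held 34191 genes. The 27 entries whose names had turned into calendar dates were left out, since a date does not name a gene, and took between 0.124% and 0.203% of a library's counts. Library totals lay between 18174801 and 45044779 counts. Of 598 genes in 28 lists, 596 were found, 6 of them under an older symbol. Gene coordinates are those of GENCODE release 44 (GRCh38).

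The comparisons were MCF7 against MCF10A in 2D and in 3D, 3D against 2D in each line, and the interaction of line and culture over all 36 libraries. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), normalised with TMM and tested with the quasi-likelihood F test of edgeR (version 4.0.16, in R 4.3.3) with batch as a covariate. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. Lists were tested with camera of limma (version 3.58.1) with a preset correlation of 0.01, and again with the correlation estimated from the data, with p adjusted over the lists of a comparison with at least 3 members tested. The lists cover mitotic nuclear division, DNA replication, cell adhesion and its 5 groups, extracellular matrix, inflammatory response, wound healing, basal and luminal markers, epithelial-mesenchymal transition, keratinisation, hypoxia, cholesterol synthesis, interferon response, detoxification, endoplasmic reticulum stress, cell cycle arrest and p53 targets, apoptosis, mammary secretory, fibroblast, immune, endothelial and adipocyte markers, and mitochondrially encoded genes.

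Principal components were taken from log2 CPM (prior count 2). A random forest of 1000 trees (seed 77) from scikit-learn (version 1.9.0, in Python 3.11.15, with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3) was trained on 1 batch or culture and tested on the other. Figures were drawn with matplotlib (version 3.10.9).

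Lists, tests, alternatives and the rule for naming genes were set before the data were examined. The text names the genes that the paper names or shows in Fig. 4 and Fig. 5b (whose values had been seen there), markers of the lines, and, per comparison, genes from among the 10 largest called changes in each direction without overlap between groups at a mean log2 CPM of at least 3, and from the 3 largest called changes in each direction per list. PTPRC was named by a test of immune cells set before its value was seen, but after it was known that few immune markers passed the filter. PTTG1 in 3D and the genes named for their batch difference were chosen after their values were seen.

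Alternatives were RLE size factors, DESeq2 (version 1.42.0), limma voom, no filter beyond 1 count in any library, a filter of CPM of at least 1 in at least 9 libraries, no batch covariate, each batch alone, the replicate label as a block in place of batch, all 36 libraries in one fit, an absolute log2 fold change of at least 1, and camera with an estimated correlation. Batch-corrected values (with the line kept) served for principal components and separating genes. Added after the data were seen were fits without mitochondrially encoded genes and without 3D-MCF10A library R5, which differed from the other batch 2 libraries of its condition in the means of some lists.

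Replicate labels did not pair the libraries. After centring within condition and batch, 3, 2, 5 and 4 of 9 pairs with the same label in 2 conditions correlated above 0.1 (2D and 3D between lines, then MCF7 and MCF10A between cultures), and 3, 4, 4 and 2 of 9 correlated best with their own label. Over 72 pairs of replicates the chi-square per degree of freedom against counting error lay between 2.79 and 146, so the spread between libraries exceeded counting error. Some libraries of batch 2 lay closer together than others. In 2D-MCF7, R2 and R4 had 2.79 and R1 and R3 5.78, against 21.3 for R1 and R2. In 3D-MCF7, R1 and R5 had 4.14 and R2 and R4 8.75, against 33.6 for R1 and R2. All tests treat the 9 libraries of a condition as independent. If close libraries shared a culture, which the labels do not say, SE and p would be too small.

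The tests were tried on simulated data made from these libraries, with 100 genes changed by a log2 of 1 and 100 by 2. Of those, 100 and 100 were called by edgeR in 2D, 88 and 99 in 3D, 98 and 100 in MCF7, 86 and 100 in MCF10A and 81 and 97 in the interaction, with between 8 and 12 unchanged genes called and 0 lists called by edgeR and camera. In 3D, where the alternatives were tried too, limma voom called 28 unchanged genes and DESeq2 36. Each gene was drawn independently, around a rate per batch that all groups shared apart from the changed genes. The simulated data thus held no correlation between genes and no batch effect that differed between groups. They cannot show how often camera calls lists falsely where genes are correlated.

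The TCGA and ARCHS4 libraries, the Boruta selection and the gene set overrepresentation of the paper were not analysed here.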

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

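Tests of depth, of the splits of libraries and of PTPRC were set before their results were seen, that of PTPRC once few immune markers were known to pass the filter. The other tests of explanations in this part were chosen only after the result was seen.

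The lists given here are those whose difference between MCF7 and MCF10A was called to differ between the cultures with both the preset and an estimated correlation. Their median log2 differences were 2.53 for mitotic nuclear division, 1.39 for DNA replication (adjusted p = 0.0486 with an estimated correlation), 1.14 for tight junctions, 2.26 for the inflammatory response, 1.18 for luminal markers, 0.78 for regulators of epithelial-mesenchymal transition (adjusted p = 0.0283, and 0.0429 with an estimated correlation, median 1.05 without low-count genes), 3.96 for keratinisation, 1.45 for cholesterol synthesis, 2.99 for the interferon response and 4.71 for mammary secretory markers (adjusted p = 2.17e-04, and 0.0194 with an estimated correlation, 4 genes). The list of epithelial-mesenchymal regulators pools mesenchymal with epithelial genes, so its median gives no direction of the transition. NEK2, NUF2 and CENPF were lower in MCF7 in 2D and higher in 3D, with log2 differences of 3.44 (SE 0.50), 3.15 (SE 0.33) and 2.98 (SE 0.47).

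The paper does not report the comparison of cultures within a line. In it, 4206 genes were higher and 4429 lower in 3D-MCF7 than in 2D-MCF7, 4549 were higher and 4204 lower in 3D-MCF10A than in 2D-MCF10A, and in MCF7 the median log2 fold change was 1.46 for interferon response genes and 2.69 for mammary secretory markers. Over 20 tests of the gap between the highest or lowest library and the others of its condition, in total counts, mitochondrial share, genes with a count and the means of the mitotic and cell adhesion lists, 0 libraries stood apart. The tests pooled both batches of a condition, and a difference between batches widens the range. A library apart only within its batch could go unflagged. Those tests do not cover other measures, and 3D-MCF10A library R5 differed from the other 5 libraries of its batch by a chi-square per degree of freedom of 116 to 146, against at most 49.6 among those 5. Without it, 5670 genes were higher and 5441 lower in 3D.

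Mitotic nuclear division genes fell in 3D-MCF10A far more than in 3D-MCF7. Batch as the whole cause is argued against by the lower of the 2 medians of the interaction in single batches, 2.09, the share of mitochondrially encoded genes by a median of 2.54 with these genes left out, and depth by a median of 2.49 after thinning all libraries to the smallest total. DNA replication genes, which cells leaving the cell cycle would lower as well, had a median of -1.90 in MCF10A, so more cells outside the cycle in 3D-MCF10A may be a candidate explanation. Harvest day, EGF and serum stay open, since 3D-MCF10A has 1 combination of day and medium.

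Integrin, hemidesmosome and focal adhesion genes were lower in batch 1 than in batch 2 of 3D-MCF10A, by 1.89 on the log2 scale. Platform and read layout alone are argued against by the other 3 conditions, where the batches differed by 0.20 (2D-MCF10A), -0.096 (2D-MCF7) and -0.12 (3D-MCF7). The difference was 1.91 with mitochondrially encoded genes left out and 1.91 after thinning to equal library totals, which leaves the counts over the other genes unequal, since the mitochondrial share differs between the batches. No biological explanation was tested, and a difference between the culture runs of the batches stays open.

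Interferon response genes rose in 3D-MCF7 and, by the preset correlation, fell in 3D-MCF10A. Batch as the whole cause is argued against by single batches, where the median nearest to 0 over both lines was -1.18. For immune cells among the cultured cells, the leukocyte gene PTPRC reached 0.468 CPM in a 3D-MCF7 library, with means of 0.0717 in 2D-MCF10A, 0.0774 in 2D-MCF7, 0.261 in 3D-MCF10A and 0.177 in 3D-MCF7, too few counts to decide. Cell density and harvest day cannot be told apart from the line, since 3D-MCF7 has 1 combination of seeding and day.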

How the results depend on the processing

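Fits without mitochondrially encoded genes and without 3D-MCF10A library R5 were chosen after the data were seen, the other alternatives before. Alternatives were run for the counts and lists of the comparisons, separating genes and principal components, and not for the random forest accuracies. Of 170 such alternatives, 154 changed neither the call nor, for called results, the direction, or kept a count within 1.5 times. Requiring an absolute log2 fold change of at least 1 gave 3095 higher and 2780 lower genes in 2D, 3291 and 2868 in 3D, 839 and 412 in MCF7, 1842 and 1423 in MCF10A and 3734 in the interaction, as a stricter threshold must. In MCF7, no batch covariate gave 2743 higher and 2743 lower, and one fit of all 36 libraries 2600 higher. With an estimated correlation, the camera call was lost for 2D cell adhesion (median -0.80, adjusted p = 0.0592, 1.42e-05 to 0.0592 over all alternatives) and 3D mitotic nuclear division (2.93, adjusted p = 0.457, range 2.91e-34 to 0.457). 3D cell adhesion had 0.022 in batch 1 alone, a reversed sign (adjusted p = 0.200), and -0.68 in batch 2 alone, now called (adjusted p = 0.0288, range 0.0288 to 0.938). The cause was not tested. Without the fold threshold, counts ranged over 5563 to 8280 higher and 5354 to 6945 lower in 2D, 4826 to 7214 and 4968 to 6683 in 3D, 3799 to 6393 and 3210 to 5909 in MCF10A and 5685 to 10724 in the interaction. The 2D mitotic median ranged over 0.15 to 0.24, and separating genes over 7050 to 9374 in 2D and 5558 to 7189 in 3D. With the replicate label as a block in place of batch, 6067 were higher and 5807 lower in 2D, 5200 and 4968 in 3D, 3876 and 4175 in MCF7, 3799 and 3722 in MCF10A and 6864 in the interaction.

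For genes named in the text, 1976 of 1987 alternatives changed neither the call nor, for called genes, the direction, and 10 lost the call (2D KIF4A, NUF2, DLGAP5 and TPX2, CDC20 in MCF7 and CRYAB in the interaction). PTTG1 in 3D, not called in both batches together, was called higher in MCF7 in batch 1 alone (0.30, adjusted p = 0.00448, 0.00448 to 0.993 over the alternatives). DESeq2 gave no adjusted p for EPCAM in MCF10A. Depth limits genes with few counts in a group, whose ratios carry counting intervals or bounds.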

Differences from the paper's values

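All alternatives compared here were set before the data were examined. The reading error of Fig. 4 was not. It was set to 0.5, then to 1 and then back to 0.5, each time after the fold changes of these tests had been seen. With 1, neither gene of Fig. 4 given here would differ. The error used was the larger of this reading error and the SE of the fit. Genes with at most 3 counts in a group were compared by a bound or a count ratio, a choice also made after the values were seen.

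The median library total in batch 1 was 37.7 M counts, against the paper's 20 M reads. No alternative changes a library total.

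The values of Fig. 4 come from a 3D dataset in which the paper combined its libraries with public ones, and the values here from the 18 libraries of the study's own 3D cultures, so the groups of samples are not the same. In 3D, the log2 fold change of AGR2 was 12.31, against the paper's value of about 13 in Fig. 4, read by eye, and came within the reading error of 0.5 with limma voom, the model the paper's methods name for fold changes (12.53), and in batch 2 alone (13.23), but not under the other 8 alternatives. COL17A1 had -12.29, against the paper's value of about -13 in Fig. 4, read by eye, and -12.48 with DESeq2, within the error of 0.553, but not under the other 9. KIRREL1 and CHST2 have 1 and 0 counts in 3D-MCF7, so their fitted values depend on the prior count and are not set against Fig. 4. The count ratio of KIRREL1 and the bound of CHST2 do not differ from it.

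The paper states that neither culture of MCF7 had mitotic nuclear division raised over MCF10A. Here 59 of 60 genes of a list fixed beforehand were higher in 3D-MCF7 (median 2.93, adjusted p = 1.2e-08, adjusted p = 0.457 with an estimated correlation), and in 2D the list was not called (median 0.22). The paper states that cell adhesion was lowered in both cultures. Here the list was called in 2D (adjusted p = 6.18e-04), a call lost with an estimated correlation (adjusted p = 0.0592), and not in 3D, where its median was -0.44 (adjusted p = 0.735), with 0.022 in batch 1 and -0.68 (adjusted p = 0.0288, 0.0288 to 0.938 over the alternatives) in batch 2, while the integrin group was called lower in 3D (adjusted p = 4.65e-04), a call also lost with an estimated correlation (adjusted p = 0.457). The paper tested its Boruta-selected genes for overrepresentation of ontology gene sets. It took the direction of those sets from a separate enrichment analysis of ranked fold changes. Its dataset also held public libraries, so the tests, the lists and the libraries differ.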

Other observations

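The comparisons of cultures within a line, the lists and the tests on splits of the libraries were set before the data were examined, and no tests in this part were chosen only after the result was seen.

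In MCF7, 23 of 24 interferon response genes rose from 2D to 3D and 0 fell (median log2 fold change 1.46, camera adjusted p = 1.2e-18, and 0.0142 with an estimated correlation, 24 risen over the list alone). OAS1, a sensor of double-stranded RNA, rose by 3.41 (SE 0.25), from 4.23 ± 1.05 to 45.5 ± 21.1 CPM (SD, n = 9), IFI6 by 3.12 (SE 0.20) and IFI27 by 2.71 (SE 0.27). Of 4 mammary secretory markers 4 rose (median 2.69, adjusted p = 5.84e-05, and 0.0136 with an estimated correlation), among them LTF, which encodes lactoferrin, by 5.37 (SE 0.51). MUC5AC, a secreted mucin, rose by 7.23 (SE 0.34), with means of 47.2 CPM in batch 1 and 283 CPM in batch 2 of 3D-MCF7, and CEACAM5 by 3.61 (SE 0.20). Hypoxia response genes rose in 20 of 24 and fell in 1 (median 1.09, adjusted p = 1.72e-07, adjusted p = 0.232 with an estimated correlation), with NDRG1, a hypoxia-induced gene, by 2.41 (SE 0.33). In 3D-MCF7 library R2 the mean log2 CPM of the list, 5.18, lay close to the 2D-MCF7 libraries (4.87 to 5.15), while the other 3D-MCF7 libraries had 5.71 to 6.57. TGFB2, a growth factor, had -5.84 (SE 0.24) and COL5A1, a fibrillar collagen chain, -4.24 (SE 0.24).

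In MCF10A, 19 of 25 interferon response genes fell and 2 rose (median -1.57, adjusted p = 6.78e-07, adjusted p = 0.211 with an estimated correlation), among them CMPK2 (log2 fold change -4.07, SE 0.25) and IFI27 (-3.82, SE 0.32). Cholesterol synthesis genes fell in 19 of 23 and rose in 0 (median -0.94, adjusted p = 6.25e-07, adjusted p = 0.295 with an estimated correlation, 20 fallen over the list alone), with HMGCS1 at -2.40 (SE 0.14) and FDPS, which makes farnesyl diphosphate, at -2.33 (SE 0.14). Tight junction genes fell in 13 of 17 and rose in 1 (median -1.25, adjusted p = 5.53e-10, adjusted p = 0.0867 with an estimated correlation), with CLDN4 at -5.85 (SE 0.22) and OCLN at -4.86 (SE 0.21). EPCAM, an epithelial adhesion molecule, had -5.99 (SE 0.42), from 131 ± 39.1 to 1.96 ± 1.95 CPM (SD, n = 9), CDH1 -2.22 (SE 0.13) and KLK7 -8.63 (SE 0.37), while the repressors of CDH1 SNAI2 and ZEB2 rose by 2.97 (SE 0.19) and 3.98 (SE 0.27). The list of regulators of epithelial-mesenchymal transition was not called, with 5 risen and 8 fallen of 15 (median -0.87, adjusted p = 0.600). It pools SNAI2 and ZEB2 with epithelial genes such as CDH1 and EPCAM, so members of opposite roles can cancel in it. Of 5 fibroblast markers, 4 rose and 1 fell (median 4.04, adjusted p = 0.101). COL7A1, a collagen of anchoring fibrils, rose by 5.39 (SE 0.27), DCN by 5.09 (SE 0.57), COL1A1, a fibrillar collagen chain, by 4.04 (SE 0.33) and POSTN, a matrix protein, by 4.38 (SE 0.88), with POSTN means of 43.6 CPM in batch 1 and 4.84 CPM in batch 2 of 3D-MCF10A.

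Of 12223 genes tested within both lines, 1884 were higher and 2220 lower in 3D in both, against 1232 and 1351 for independent lists, 670 were higher in 3D-MCF7 and lower in 3D-MCF10A and 657 the reverse (Pearson's r 0.228 and Spearman's rho 0.371 across genes).

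Between the lines, hypoxia response genes had 7 higher and 15 lower of 25, median -1.02, adjusted p = 0.0959 in 2D, and 7 higher and 8 lower of 25, median -0.056, adjusted p = 0.857 in 3D. Genes of endoplasmic reticulum stress had 1 higher and 8 lower of 15, median -0.27, adjusted p = 0.0862 in 2D, and 3 higher and 5 lower of 15, median -0.39, adjusted p = 0.338 in 3D. Cell cycle arrest genes and p53 targets had 6 higher and 7 lower of 15, median 0.16, adjusted p = 0.669 in 2D, and 6 higher and 7 lower of 14, median -0.29, adjusted p = 0.735 in 3D (mean 0.097). Mammary secretory markers had 1 higher and 2 lower of 3, median -4.71, adjusted p = 0.116 in 2D, and 2 higher and 1 lower of 4, median 2.50, adjusted p = 0.980 in 3D, with a mean of 0.90 and the camera direction down. Fibroblast markers had 1 higher and 2 lower of 4, median -2.91, adjusted p = 0.137 in 2D, and 1 higher and 3 lower of 4, median -7.31, adjusted p = 0.198 in 3D. Endothelial markers had 1 higher and 2 lower of 3, median -1.69, adjusted p = 0.669 in 2D, and 1 higher and 2 lower of 3, median -1.70, adjusted p = 0.735 in 3D. Of adipocyte markers 0 were tested in 2D and 1 in 3D, not called (log2 fold change 0.22). Mitochondrially encoded genes had 1 higher and 10 lower of 13, median -0.76, adjusted p = 0.309 in 2D, and 0 higher and 10 lower of 13, median -0.72, adjusted p = 0.109 in 3D, and rose from 2D to 3D in MCF10A (13 of 13, median 0.99, adjusted p = 8.29e-05, adjusted p = 0.455 with an estimated correlation) and in MCF7 (11 of 13, median 0.83, adjusted p = 4.73e-04, adjusted p = 0.332 with an estimated correlation, 13 over the list alone).

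The libraries were also split in other ways into groups of the same sizes. For each of 9 results, the real split gave the largest value of 100 splits, the strongest rank that 100 splits can give. In 2D the highest other medians came from splits that kept a share of 0.778 of the libraries on their real sides. Those medians therefore hold part of the real difference. The rank of the real split speaks to whether the groups differ, not to whether a list differs from other genes. The mitotic list in 2D and the cell adhesion list in 3D were not called against other genes, and the latter changed sign in batch 1. Genes called were 12083 against a highest other of 0 in 2D, 10905 against 0 in 3D, 8635 against 2037 in MCF7, 8753 against 7246 in MCF10A and 7457 against 1431 in the interaction. In 2D and 3D, each group of the other splits held libraries of both lines. The large difference between the lines then added to the spread within groups and lowered the calls. The 0 calls there are thus not separate evidence on the number of genes. The absolute median was 0.22 against 0.18 for the mitotic list and 0.80 against 0.51 for cell adhesion in 2D, and 2.93 against 1.67 and 0.44 against 0.34 in 3D. In MCF10A, the split with the highest other count kept a share of 0.889 of the libraries on their real sides, and the next highest split called 1 gene.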
